# Targeted misexpression of *NAC052*, acting in H3K4 demethylation, alters leaf morphological and anatomical traits in *Arabidopsis thaliana*

**DOI:** 10.1093/jxb/erz509

**Published:** 2019-11-19

**Authors:** Roxanne van Rooijen, Stefanie Schulze, Patrick Petzsch, Peter Westhoff

**Keywords:** Activation tagging, C_4_ photosynthesis, histone modifications, Kranz anatomy, leaf development, NAC052

## Abstract

In an effort to identify genetic regulators for the cell ontogeny around the veins in *Arabidopsis thaliana* leaves, an activation-tagged mutant line with altered leaf morphology and altered bundle sheath anatomy was characterized. This mutant had a small rosette area with wrinkled leaves and chlorotic leaf edges, as well as enhanced chloroplast numbers in the (pre-)bundle sheath tissue. It had a bundle-specific promoter from the gene *GLYCINE DECARBOXYLASE SUBUNIT-T* from the C_4_ species *Flaveria trinervia* (*GLDT*_*Ft*_ promoter) inserted in the coding region of the transcriptional repressor *NAC052*, functioning in H3K4 demethylation, in front of an alternative start codon in-frame with the natural start codon. Reconstruction of the mutation event of our activation-tagged line by creating a line expressing an N-terminally truncated sequence of NAC052 under control of the *GLDT*_*Ft*_ promoter confirmed the involvement of *NAC052* in leaf development. Our study not only reveals leaf anatomic and transcriptomic effects of an N-terminally truncated NAC052 under control of the *GLDT*_*Ft*_ promoter, but also identifies *NAC052* as a novel genetic regulator of leaf development.

## Introduction

In C_4_ photosynthesis, the mesophyll cells of the leaf fix incoming CO_2_ into a C_4_ acid. Subsequently, the C_4_ acid is transported into specialized bundle sheath (BS) cells where it becomes decarboxylated. The CO_2_ that is released during the decarboxylation of the C_4_ acid is concentrated around the enzyme Rubisco. The increased concentration of CO_2_ around Rubisco reduces the rate of photorespiration, leading to enhanced photosynthetic efficiency particularly in hot and/or dry environments (Sage, 2004; Zhu *et al.*, 2010). In terms of leaf anatomy, the BS cells in C_4_ plants are organized around the leaf veins in a wreath-like structure called Kranz anatomy (Haberlandt, 1896). The BS cells are interconnected with the mesophyll cells through plasmodesmata (Hatch, 1987). Compared with mesophyll cells, C_4_ BS cells are enlarged and enriched with chloroplasts (Welkie and Caldwell, 1970; Dengler and Nelson, 1999).

C_4_ photosynthesis has evolved at least 60 times independently (Sage *et al.*, 2012). Because of these multiple independent occurrences in evolutionary history, the C_4_ pathway has molecularly evolved from modification to pre-existing enzymes and regulatory networks within C_3_ ancestors, rather than the evolution of completely new genes and traits (Monson, 1999; Gowik and Westhoff, 2011). Regarding leaf anatomy, it was shown that also in C_3_ plants, cells around the veins have a slightly different cellular morphology compared with the rest of the mesophyll cells, and so are termed pre-bundle sheath cells (Kinsman and Pyke, 1998). Pre-bundle sheath cell chloroplasts are smaller and occur at a lower density in the cell, and are often positioned on the cell wall distal to the vasculature (Kinsman and Pyke, 1998). Also on the physiological level, it was shown that in C_3_ plants, similar biochemical attributes to those needed in C_4_ photosynthesis are already present, being associated with photosynthesis around the vascular system of stems and petioles (Hibberd and Quick, 2002). The exact physiological role of BS cells in C_3_ plants is not fully understood; analysis of transcript residency on ribosomes in the *Arabidopsis thaliana* BS has revealed a role for the BS cells in sulfur and glucosinolate metabolism (Leegood, 2008; Aubry *et al.*, 2014).

Quantitative modelling has shown that C_4_ evolution proceeded stepwise and that each evolutionary step has contributed to an increase in the general fitness of the plant (Heckmann *et al.*, 2013). Extensive analysis of the *Flaveria* family, containing both C_3_ and C_4_ species within the family, as well as C_3_–C_4_ intermediates in several stages of evolution, has contributed enormously to the current knowledge on the evolutionary progression of C_3_ photosynthesis towards C_4_ photosynthesis (McKown *et al.*, 2005; Gowik *et al.*, 2011; Mallmann *et al.*, 2014). The first steps believed to activate the C_4_ photosynthetic programme in C_3_ plants are the inflating of the pre-bundle sheath cells accompanied by an increase in the numbers of chloroplasts and mitochondria, and the decrease of glycine decarboxylase (GDC) activity in the mesophyll cells (Bauwe, 2011; Sage *et al.*, 2012). GDC decarboxylates glycine that is formed in photorespiration. During the decarboxylation of glycine, CO_2_ is released as a by-product. The increase in the numbers of mitochondria and chloroplasts in the BS cells and the decrease of GDC activity in the mesophyll force the glycine formed by photorespiration in the mesophyll to migrate to the BS for decarboxylation, with the released CO_2_ accumulating and increasing Rubisco efficiency (Mallmann *et al.*, 2014; Sage *et al.*, 2014). This process is known as the photorespiratory CO_2_ pump (Bauwe, 2011)

The promoter of the bundle-specific expressed gene encoding the P-subunit of glycine decarboxylase (GLDPA) from the C_4_ species *Flaveria trinervia* maintains its bundle-specific expression when expressed in *A. thaliana* (Engelmann *et al.*, 2008). Conversely, the promoter of the gene encoding the sulfate transporter SULTR2;2 from *A. thaliana* acts in a bundle-specific manner when expressed in the C_4_ species *Flaveria bidentis* (Kirschner *et al.*, 2018). These two studies suggest a common transcriptional regulatory mechanism around the BS cells in C_3_ and C_4_ species. Recently, it was proven to be possible to create a reporter line in *A. thaliana* with chloroplast-targeted green fluorescent protein (GFP) under the control of the *GLDPA*_*Ft*_ bundle-specific promoter and to use this reporter line (the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line) to obtain BS anatomy mutants (Döring *et al.*, 2019). One such mutational approach is activation tagging, in which a particular promoter is randomly inserted in a reference genome, resulting in alteration of the transcription pattern of genes in the proximity of the landing point of the inserted promoter (Tani *et al.*, 2004). In this study, the bundle-specific promoter of the gene encoding the T-subunit of GDC from the C_4_ species *F. trinervia*, proven to also be bundle specific in Arabidopsis (Emmerling, 2018), was used for tissue-specific activation tagging in the *A. thaliana* p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line.

By using activation tagging, this study identifies *NAC052*, a member of the NAC transcription factor gene family involved in post-transcriptional gene regulation (Butel *et al.*, 2017), as a novel genetic regulator of leaf morphology and bundle sheath anatomy in Arabidopsis.

## Materials and methods

### The *Arabidopsis thaliana* bundle sheath reporter line

An *A. thaliana* BS reporter line was used that contained a construct harbouring the promoter of the *GLDPA* gene (NCBI accession no. Z99767), a chloroplast transit peptide (TP) of the Arabidopsis RbcS gene, and a synthetic GFP (sGFP), termed the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reporter line (Döring *et al.*, 2019).

### Activation tagging

The promoter sequence of the *GLDT* gene from *F. trinervia* (NCBI accession no. Z99769) was donated by J. Emmerling (Emmerling, 2018), amplified using PCR with restriction sites (*Pme*I and *Sac*I) added to the PCR primers, and inserted in the pMDC123 vector (Curtis and Grossniklaus, 2003), as close to the T-DNA left border as a unique restriction site was found to use for inserting the *GLDT* promoter (the restriction site *Pme*I was chosen). This *pMDC123-GLDT* vector was transformed in the Arabidopsis p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reporter line.

### Cloning of p*GLDT*_*Ft*_*::NAC052* and p*GLDT*_*Ft*_*::5'truncatedNAC052* constructs

The promoter of the *GLDT* gene from *F. trinervia* was inserted in the pAUL1 vector (Lyska *et al.*, 2013). The coding sequence of *NAC052* was isolated from cDNA from the Columbia-0 accession of *A. thaliana* using the primers listed in Supplementary Table S1 at *JXB* online.

To introduce the (truncated) *NAC052* coding sequence (CDS) into the Gateway entry vector pDONR221, the BP Clonase reaction (Gateway ‘BP Clonase II’ enzyme mix, ThermoFisher Scientific) was carried out as described by the manufacturer. The resulting pENTRY221-(truncated)NAC052 was subsequently used for the LR Clonase reaction (Gateway ‘LR Clonase II’ enzyme mix, ThermoFisher Scientific) to transfer the (truncated )*NAC052* CDS into p*AUL1-GLDT*_*Ft*_ (p*AUL1-GLDT*_*Ft*_*::NAC052* and p*AUL1-GLDT*_*Ft*_*::5'truncatedNAC052*).

### CRISPR/Cas

The target site for Cas9 was chosen in the first exon of *NAC052*, using the primers shown in Supplementary Table S1.

The primers were annealed to produce a single-guide RNA (sgRNA). The product was ligated in the *Bbs*I-digested sgRNA subcloning vector pFH6 (GenBank accession no. KY080689; Hahn *et al.*, 2017). The sgRNA cassette including the 20 bp target site was amplified from pFH6 (Table S1) and integrated into the *Kpn*I/*Hin*dIII-digested pUB-Cas9 vector (GenBank accession no. KY080691 (Hahn *et al.*, 2017)) via Gibson Assembly.

### Transformation of *A. thaliana*

The construct for transformation was inserted into the *Agrobacterium tumefaciens* strain AGL1 (Lazo *et al.*, 1991). After confirming the vector sequence (LGC Genomics, Berlin, Germany), the *A. tumefaciens* bacteria were put on the plant following the floral dip protocol (Clough and Bent, 1998), as modified by Logemann *et al.* (2006).

Depending on the nature of the construct, plants were selected on half-strength Murashige and Skoog (1/2 MS) plates containing 0.6% agar, 1% sucrose, and 50 μg ml^–1^ kanamycin or on soil (Floraton 1, Floragard, Oldenburg, Germany) watered with 80 mg l^–1^ glufosinate-ammonium (Bayer Agrar, Germany) and 0.1% Tween-20. Positive transformants were screened under the microscope for GFP signal.

### Light microscopy

The first leaf of ~2-week-old plants was analysed with a fluorescence microscope (Axio Imager M2m Zeiss, Oberkochen, Germany). The total GFP signal per leaf was quantified and normalized to leaf area with ImageJ (Version 2.0.0-rc-44/1.50e).

### Leaf sectioning for internal leaf anatomy

Internal leaf anatomy was assessed on sections sampled from the middle of the second leaf pair (one leaf per plant: three plants per line). The sections were prepared for light microscopy as described by Khoshravesh *et al.* (2017).

### Thermal asymmetric interlaced PCR (TAIL-PCR)

To determine the T-DNA insertion site after activation tagging, TAIL-PCR was performed as described by Singer and Burke (2003).

### Quantitative reverse–transcription PCR (qRT–PCR)

RNA was extracted from full-grown rosette leaves (five biological replicates) from non-flowering plants grown in soil (Floraton 1, Floragard) for 28 d in a climate-controlled growth chamber (16 h, 22 °C, 110 μmol m^−2^ s^−1^ light; 8 h, 20 °C dark); the RNA was extracted according to Onate-Sánchez and Vicente-Carbajosa (2008). After normalization of RNA concentrations, cDNA was synthesized using the Qiagen Quantitect Reverse Transcription Kit (Qiagen, Hilden, Germany). qRT–PCR was performed with three technical replicates for each biological replicate using the SYBR-green mastermix from KAPA SYBR FAST (KAPA Biosystems, Roche Sequencing and Life Science). Actin (At3g18780) was used as the reference gene for normalization of samples. The primers used are given in Supplementary Table S1.

### Reverse transcription–PCR (RT–PCR)

The presence of the predicted 5'truncated transcript variant was detected with agarose gel electrophoresis after RT–PCR using the primers listed in Supplementary Table S1.

### RNA sequencing

RNA was extracted from plants (three biological replicates) grown in the same conditions as the plants used for qRT–PCR, using the Qiagen RNeasy Plant Mini Kit including on-column DNA digestion. Total RNA samples were quantified (Qubit RNA HS Assay, Thermo Fisher Scientific) and quality was measured by capillary electrophoresis using the Fragment Analyzer and the ‘Total RNA Standard Sensitivity Assay’ (Agilent Technologies, Inc., Santa Clara, CA, USA). The library preparation was performed according to the manufacturer’s protocol using the Illumina^®^ ‘TruSeq Stranded mRNA Library Prep Kit’. Briefly, 200 ng of total RNA was used for mRNA capturing, fragmentation, the synthesis of cDNA, adaptor ligation, and library amplification. Bead-purified libraries were normalized and finally sequenced on the HiSeq 3000/4000 system (Illumina Inc., San Diego, CA, USA) with a read setup of 1×150 bp. The bcl2fastq tool was used to convert the bcl files to fastq files as well for adaptor trimming and demultiplexing.

Data analyses on fastq files were conducted with CLC Genomics Workbench (version 10.1.1, QIAGEN, Venlo, The Netherlands). The reads of all probes were adaptor trimmed (Illumina TruSeq) and quality trimmed (using the default parameters: bases below Q13 were trimmed from the end of the reads, ambiguous nucleotides maximal 2). Mapping was done against the *A. thaliana* (TAIR10) (25 May 2017) genome sequence as described by Mortazavi *et al.* (2008). A principal component analysis (PCA) was performed to analyse the correlation between the biological replicates. The DESeq2 R package was used to determine the differentially expressed genes (Love *et al.*, 2014). The Gene Ontology (GO) Analysis Toolkit and Database for Agricultural Community (AgriGO) was use for GO enrichment analysis (http://systemsbiology.cau.edu.cn/agriGOv2/). The RNA sequencing data set has been deposited at NCBI with accession number GSE139503, and can be accessed through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139503.

## Results

### Activation tagging

A *GLDT*_*Ft*_ promoter activation-tagged line was identified with an increased signal intensity of the GFP reporter gene expressed in the leaf bundle, and a small rosette area with wrinkled leaves and chlorotic leaf edges (Fig. 1A–C). Genomic analysis revealed that the *F. trinervia-*derived *GLDT* promoter (the activation tag) had inserted in the coding region of the gene encoding the transcription factor NAC052 (At3g10490), a transcriptional repressor functioning in H3K4 demethylation (Ning *et al.*, 2015; Zhang *et al.*, 2015). This gene is also known as *SUPPRESSOR OF GENE SILENCING 1* (*SGS1*), named as such because its downstream effect is on genes that are crucial for post-transcriptional gene silencing (Butel *et al.*, 2017). Four splice variants are known for *NAC052* from published RNA sequencing experiments (Cheng *et al.*, 2017; Supplementary Fig. S1). The different splice variants are expressed in different parts of the plant; only transcripts nr2 and nr4 were measured in the leaf, of which transcript nr2 was most prominent (Cheng *et al.*, 2017). Our *GLDT*_*Ft*_ promoter had inserted in the end of the NAC domain; sequence analysis revealed an alternative ATG start site 30 bp downstream of the *GLDT*_*Ft*_ promoter insertion, in-frame with the coding sequence (Fig. 1D). We hypothesized the *GLDT*_*Ft*_ insertion led to production of an aberrant, 5'truncated transcript variant of *NAC052*. We could not detect full-length transcript nr2 in our activation-tagged mutant line (Fig. 1E). However, we could detect an increase in RNA quantity of the later exons (Fig. 1F).

**Fig. 1.**
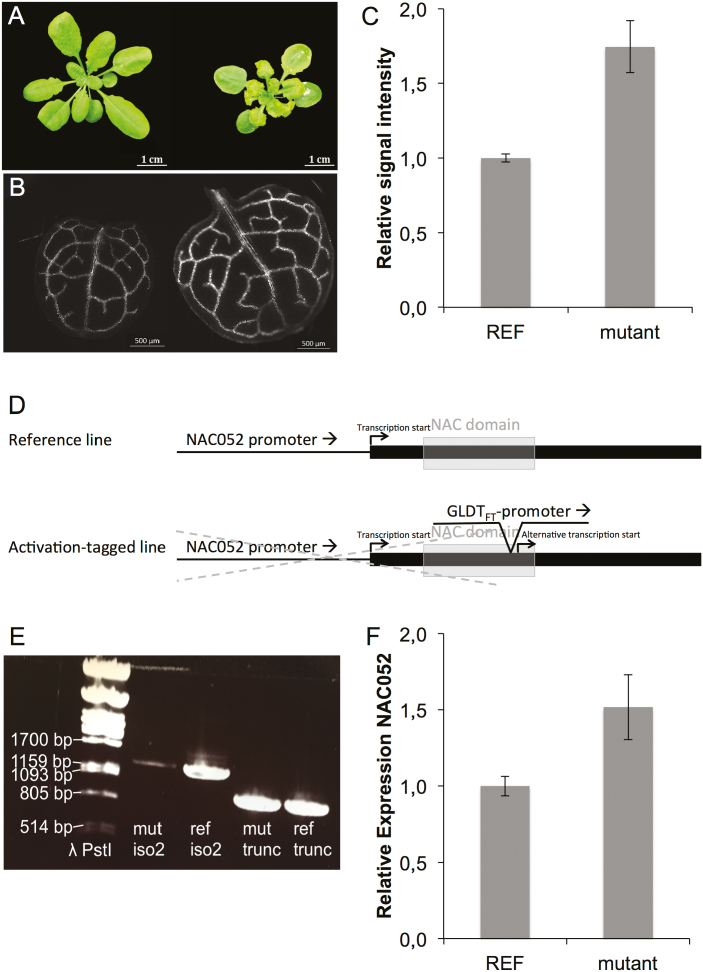
C_4_ promoter-induced expression of NAC052 increases signal intensity of reporter gene expression in the leaf bundle and changes leaf morphology of C_3_*Arabidopsis thaliana.* (A) Leaf morphology of 28-day-old *A. thaliana* reference line (Col-0 transformed with GFP under control of the *Flaveria trinervia*-derived *GLDPA* promoter) and the mutant line (reference line transformed with activation tagging construct with the *F. trinervia*-derived GLDT promoter). (B) GFP signal overview of first leaf of 14-day-old reference line and mutant line. (C) Quantification of GFP signal of first leaf of 14-day-old reference line and mutant line, *n*=5. (D) Overview of the genomic landing point of the *F. trinervia*-derived GLDT promoter in the activation-tagged line. An alternative start codon in-frame with the other two ATGs was discovered 32 bp downstream of the genomic landing point of the GLDT promoter. The grey dotted line represents disfunction of the endogenous NAC052 promoter in the activation-tagged line. (E) Presence/absence (RT–PCR) of the wild-type transcript nr2 and of the alternative 5'truncated transcript. (F) Quantification (qRT–PCR) of the *NAC052* transcripts in the reference and mutant line.

### NAC052 is involved in leaf development

We tried to reconstruct the mutation event of our activation-tagged line by expressing p*GLDT*_*Ft*_*::5'truncatedNAC052* in the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line and could confirm enhanced GFP signal intensity in 1/10 T_1_ plants (70 T_1_ plants were analysed). These T_1_ plants were smaller than the untransformed reference line and had chlorotic and wrinkled leaf edges, similar to the original activation-tagged line (Fig. 2). The level of endogenous *NAC052* transcripts was increased in the T_1_ plants with enhanced GFP signal intensity (Fig. 3A), suggesting that the expression of the 5'truncated *NAC052* gene influences transcript levels of the endogenous *NAC052*. However, in the T_2_ plants, the GFP signal was reduced compared with the untransformed reference line and the leaf morphology phenotype was lost in all plants. This suggests that the p*GLDT*_*Ft*_*::5'truncatedNAC052* construct somehow was silenced. To confirm this, we measured the transcript level of the *GFP* gene itself. The p*GLDT*_*Ft*_*::5'truncatedNAC052* transgene increased the transcript level of the *GFP* gene only in the T_2_ generation, but not in T_1_ (Fig. 3B). However, the increased transcript level of the *GFP* gene did not lead to an increase in the GFP signal observed in the T_2_ plants. The activation-tagged line, which also accumulates a *5'truncated NAC052* transcript variant, but has no endogenous *NAC052* function (Fig. 1), showed no effect on the transcript levels of the *GFP* transgene (Fig. 3B). However, the activation-tagged line exhibited an increased GFP signal (Fig. 1). This suggests that the endogenous native copy of *NAC052* present in the genomic background of the p*GLDT*_*Ft*_*::5'truncatedNAC052* line somehow post-transcriptionally silences the *GFP* gene. This inference is strengthened by the observation of increased transcript levels of the endogenous *NAC052* in the T_2_ generation of the p*GLDT*_*Ft*_*::5'truncatedNAC052* line (Fig. 3C).

**Fig. 2.**
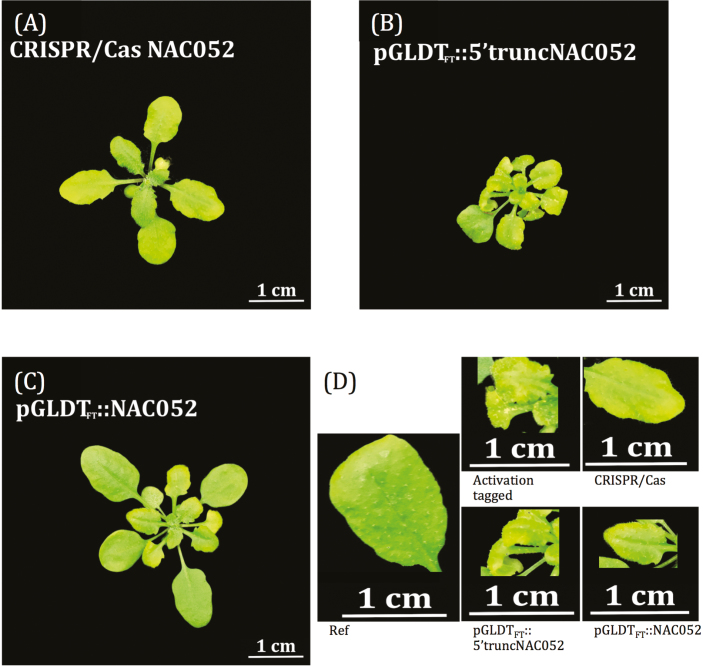
Leaf morphology of 28-day-old rosettes of *Arabidopsis thaliana.* (A) CRISPR/Cas line (T_3_), (B) p*GLDT*_*Ft*_*::5'truncatedNAC052* line (T_1_), and (C) p*GLDT*_*Ft*_*::NAC052* line (T_1_). (D) Close-ups of the leaves from the reference line, the activation-tagged line, the CRISPR/Cas line, the *pGLDT*_*FT*_*::5'truncatedNAC052* line, and the p*GLDT*_*Ft*_*::NAC052* line to highlight leaf morphological traits.

**Fig. 3.**
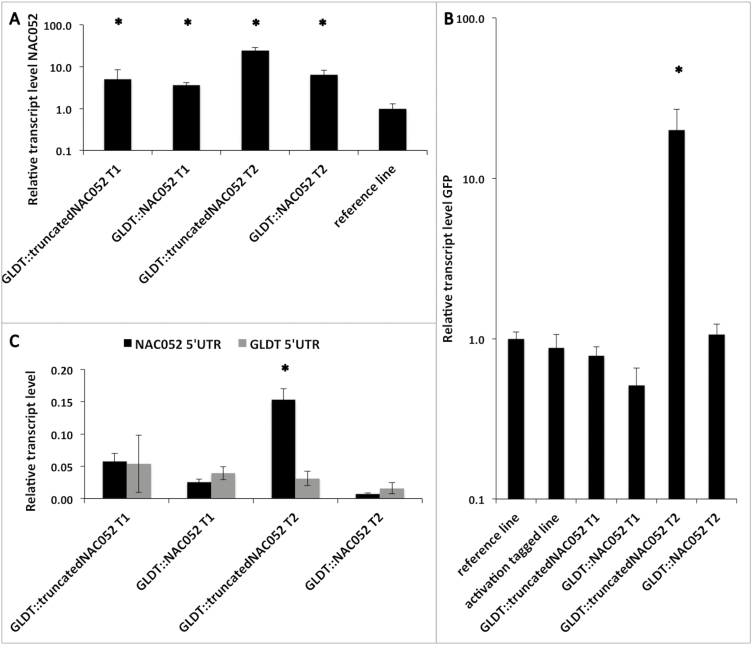
Quantification (qRT–PCR) of transcripts in transformed lines of *Arabidopsis thaliana.* (A) *NAC052* (normalized to reference line), (B) *GFP* transgene (normalized to reference line), (C) *NAC052* endogene (*NAC052* 5'UTR) versus *NAC052* transgene (*GLDT* 5'UTR); quantification relative to reference gene used for qRT–PCR

For further confirmation of NAC052 involvement in leaf development, we expressed the entire reading frame of *NAC052* transcript nr2 under the control of the *GLDT*_*Ft*_ promoter in the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line, creating a p*GLDT*_*Ft*_*::NAC052* transgenic line. We could confirm enhanced GFP signal intensity in 4/10 T_1_ plants (40 T_1_ plants were analysed). In addition, these T_1_ plants were smaller than the untransformed reference line and had chlorotic leaf edges (Fig. 2). In contrast to the activation-tagged line and to the T_1_ plants from the p*GLDT*_*Ft*_*::5'truncatedNAC052* line, the T_1_ plants from the p*GLDT*_*Ft*_*::NAC052* line did not show wrinkled leaf edges. Again, the phenotype was completely lost in the T_2_ generation. The transcript levels of the *GFP* gene were unaltered in both the T_1_ and T_2_ generations of the p*GLDT*_*Ft*_*::NAC052* line (Fig. 3B). Unlike in the p*GLDT*_*Ft*_*::5'truncatedNAC052* line, the transcripts levels of endogenous *NAC052* were not increased in the T_2_ generation (Fig. 3C).

For even further confirmation of the involvement of NAC052 in leaf development, we mutated the endogenous *NAC052* with clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated protein (Cas). In this CRISPR/Cas mutant, a thymine nucleotide was inserted in the first exon of wild-type transcript nr2 of *NAC052,* leading to a frameshift (Supplementary Fig. S2). Similar to the activation-tagged mutant and to the T_1_ plants of the p*GLDT*_*Ft*_*::5'truncatedNAC052* line, the CRISPR/Cas mutant was small and had chlorotic leaf edges (Fig. 2), but it did not show wrinkled leaf edges. However, in contrast to the activation-tagged mutant, the GFP signal intensity was decreased in the CRISPR/Cas mutant as compared with the reference line. Thus, the dysfunctional *NAC052* transcript variant induced by CRISPR/Cas and the dysfunctional 5'truncated *NAC052* transcript variant appear to function differently.

In order to fully characterize the function of NAC052 in leaf development and BS anatomy, multiple measurements were done on the transgenic plants that were created. 

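The NAC052 read counts came from mRNA sequencing of rosettes, with 3 libraries for each of 5 lines. NAC052, listed as AT3G10490 and ANAC052, had 657 ± 55.1 deposited read counts (SD, n = 3) in the reference line. The deposited count was 2106 ± 583 (SD, n = 3) in the activation-tagged line and 849 ± 54.4 (SD, n = 3) in the CRISPR/Cas line. It was 1743 ± 736 (SD, n = 3) in the GLDT::5'truncatedNAC052 line and 6229 ± 5041 (SD, n = 3) in the GLDT::NAC052 line. Scaled to a common library size, the NAC052 count was 712 ± 21.1 (SD, n = 3) in the reference line, 2450.5 ± 356 in the activation-tagged line, 773 ± 47.8 in the CRISPR/Cas line, 1709 ± 746 in the GLDT::5'truncatedNAC052 line and 5623 ± 4521 in the GLDT::NAC052 line. All 3 scaled counts of the activation-tagged, GLDT::5'truncatedNAC052 and GLDT::NAC052 lines lay above the 3 of the reference line (two-sided exact permutation tests, p = 0.1, the smallest p that 3 libraries against 3 allow). For the CRISPR/Cas line the exact permutation p was 0.2 for the scaled counts and 0.1 for the deposited counts, whose 3 values of 791, 856 and 899 all lay above those of the reference line. The 3 GLDT::NAC052 libraries differed widely, with scaled NAC052 counts of 10001, 971 and 5895 in replicates 1, 2 and 3. The GLDT::5'truncatedNAC052 libraries had 894, 2359 and 1876.
In a model fitted across all genes, the log2 fold change of NAC052 against the reference line was 1.77 (standard error 0.61, adjusted p = 0.145, limma, Benjamini-Hochberg) in the activation-tagged line and 0.12 (standard error 0.63, adjusted p = 0.911, limma, Benjamini-Hochberg) in the CRISPR/Cas line. It was 1.15 (standard error 0.61, adjusted p = 0.291, limma, Benjamini-Hochberg) in the GLDT::5'truncatedNAC052 line and 2.43 (standard error 0.62, adjusted p = 0.00841, limma, Benjamini-Hochberg) in the GLDT::NAC052 line. The standard errors came from a spread shared by all 5 lines. When only the 6 libraries of the activation-tagged and reference lines entered the model, the log2 fold change of the activation-tagged line was 1.78 with an adjusted p of 0.00105 (limma, Benjamini-Hochberg). Fitted likewise, the adjusted p was 0.287 in the CRISPR/Cas line, 0.128 in the GLDT::5'truncatedNAC052 line and 0.0498 in the GLDT::NAC052 line (limma, Benjamini-Hochberg). Reads from the neighbouring paralog NAC050 (AT3G10480) could have been exchanged with NAC052 in the counting. Its scaled count was 802 ± 26.9 (SD, n = 3) in the reference line, and its log2 fold changes were 0.17, -0.36, 0.33 and -0.45 in the activation-tagged, CRISPR/Cas, GLDT::5'truncatedNAC052 and GLDT::NAC052 lines, with adjusted p-values from 0.117 to 0.727 (limma, Benjamini-Hochberg).

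**Figure D1:**
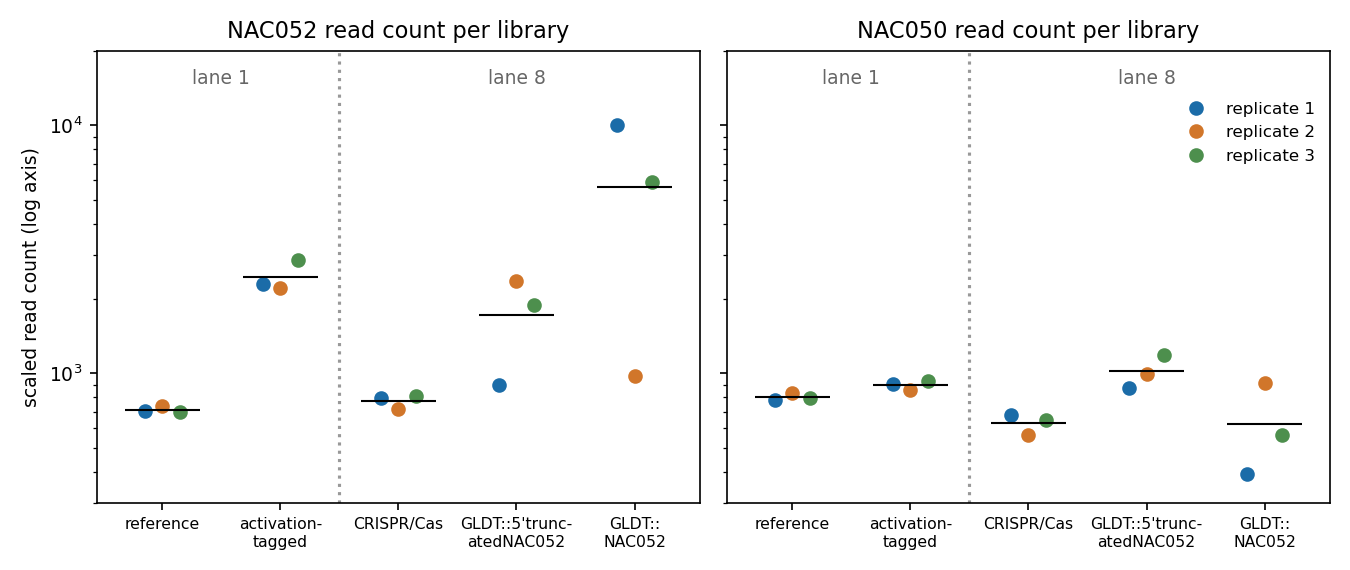
Read counts of NAC052 (left) and NAC050 (right) per library, scaled to a common library size, on a log axis. Points are libraries coloured by replicate number, horizontal lines are the means of 3 libraries, and the dotted line parts the sequencing lanes. Replicate 2 of the GLDT::NAC052 line has 971 scaled NAC052 counts against 10001 in replicate 1.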

To provide an overview, the results of those measurements are summarized in Table 1. To see the effect of the bundle-specific expression of *5'truncated NAC052* on internal leaf anatomy, transverse cross-sections of leaves of the activation-tagged, the p*GLDT*_*Ft*_*::5'truncatedNAC052*, the p*GLDT*_*Ft*_*::NAC052*, and the CRISPR/Cas lines were compared with cross-sections of the reference line. The activation-tagged line showed enhanced numbers of cells in the BS tissue compared with the reference line, and those cells contained a higher number of chloroplasts (Fig. 4). No such increases were observed in the mesophyll cells. Similar to the activation-tagged line, the p*GLDT*_*Ft*_*::5'truncatedNAC052*, the p*GLDT*_*Ft*_*::NAC052* line (both in the T_2_ generation), and the CRISPR/Cas line showed increased number of cells in the BS tissue (Fig. 4). However, in contrast to the activation-tagged line, the numbers of chloroplasts in the BS cells of the p*GLDT*_*Ft*_*::5'truncatedNAC052* and the p*GLDT*_*Ft*_*::NAC052* lines were not increased compared wirtt the reference line (Fig. 4).

**Table 1.** Overview of the characteristics regarding NAC052 function in the lines constructed for confirmation of NAC052 involvement in bundle sheath ontogeny

Line	GFP signal compared with reference line	NAC052 read count (*n*=3)	NAC052 endogenous function?	Truncated NAC052 function?	No. of genes with differential read count compared with reference line	No. of BS cells (*n*=5)	BS anatomy compared with reference line
Reference	–	657±32	Yes	No	–	6.2±0.2	–
Activation tagged	Increased	2106±337	No	Yes	69	7.2±0.3	More BS cells, more chloroplasts
CRISPR/Cas	Reduced	849±31	No	No	1028	NM	NM
p*GLDT*_*Ft*_*::5'truncated NAC052*	Reduced	1743±425	Yes	Yes	65	7.4±1.0	More BS cells
p*GLDT*_*Ft*_*::NAC052*	Same	6229±2910	Yes	No	1310	8.0±0.4	More BS cells

NM=not measured.

**Fig. 4.**
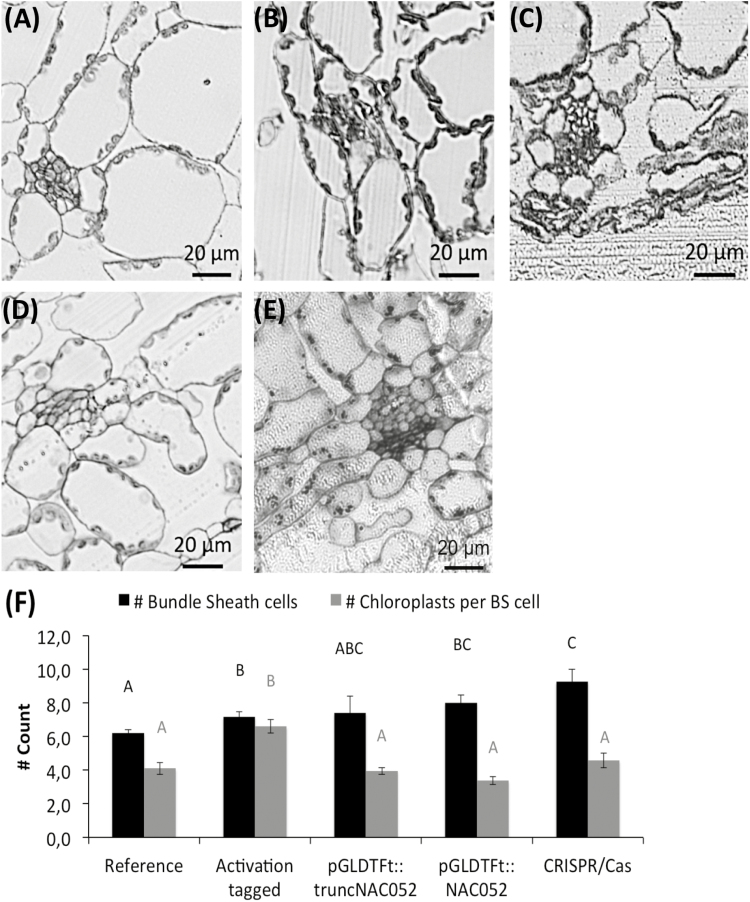
Light micrographs illustrating transverse cross-sections of a third-order vein. (A) Reference line, (B) activation-tagged line, (C) p*GLDT*_*Ft*_*::5'truncatedNAC052* line, (D) p*GLDT*_*Ft*_*::NAC052* line, (E) CRISPR/Cas line. (F) Quantification of the number of BS cells and the number of chloroplasts per BS cell. Letters indicate statistically significant differences as determined by ANOVA (*n*=5; *P*<0.05)

### Downstream genes affected by NAC052

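For mRNA sequencing, RNA was taken from whole rosettes of soil-grown plants at 28 days, with 3 biological replicates for each of 5 lines. The reference line carries the bundle-targeted GFP reporter, and the other 4 lines are derived from it. The activation-tagged line holds the GLDT promoter inside NAC052. The GLDT::5'truncatedNAC052 and GLDT::NAC052 lines express the truncated and the whole reading frame from that promoter, and the CRISPR/Cas line holds a frameshift in the endogenous gene. The authors trimmed the single-end reads, mapped them to TAIR10 in CLC Genomics Workbench and deposited the number of reads counted on each gene, without normalization. The library kit keeps the strand of the RNA, but the paper's text does not name whether the counting used it, so counts of overlapping and antisense genes are uncertain.
The table listed 32833 genes, of which 23752 had a count in at least 1 of the 15 libraries. Library totals ran from 28074380 to 38579309 counts, with a median of 33976382 in the reference line, 35282722 in the activation-tagged line, 37133553 in the CRISPR/Cas line, 36843661 in the GLDT::5'truncatedNAC052 line and 38075043 in the GLDT::NAC052 line. The gene with the most counts took between 2.14% and 3.00% of each library. The library names in Fig. S5 place the 6 libraries of the reference and activation-tagged lines on lane 1 and the 9 libraries of the other 3 lines on lane 8. Each comparison of a lane 8 line with the reference line is therefore also a comparison of lanes, and neither effect can be told from the other there. Comparisons among the 3 lines of lane 8 are free of this.
Library sizes were scaled by the trimmed mean of M values, and 19663 genes reached 10 counts, adjusted for library size, in at least 3 libraries. All 15 libraries entered a single limma voom model with a term for each line and no other covariate. A gene was counted as differential when its fold change was above 2 or below 0.5 and its Benjamini-Hochberg adjusted p was under 0.05, which are the limits in the legend of Fig. 5 with the adjustment added. On simulated counts with 198 or 199 changed genes per line among 19425, the same steps recovered between 94.0% and 96.0% of them with 5 to 9 false calls per line. All simulated changes lay beyond the fold-change limit, with a single dispersion of 0.05 for all genes and no lane difference. These shares therefore check the steps and do not give the power or the false calls in the real libraries.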

To get a clearer idea of which downstream genes and what biological processes are affected by targeted misexpression of NAC052, we performed mRNA sequencing on the activation-tagged line, the p*GLDT*_*Ft*_*::5'truncatedNAC052* transgenic line, the p*GLDT*_*Ft*_*::NAC052* transgenic line, and the CRISPR/Cas mutated line. 

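Over the 19663 genes tested, Pearson's r between log2 CPM values (counts scaled by library size) of replicates of the same line lay between 0.982 and 0.994. It was 0.990 to 0.993 in the reference line, 0.992 to 0.994 in the activation-tagged line and 0.993 to 0.994 in the CRISPR/Cas line. In the GLDT::5'truncatedNAC052 line it was 0.982 to 0.992 and in the GLDT::NAC052 line 0.984 to 0.992. Pairs of libraries from different lines ran from 0.919 to 0.990, so the closest of these pairs were as alike as some replicates. Deviations from the line means were also compared between libraries of different lines. They had a mean r of 0.05 over the 30 pairs with the same replicate number and -0.03 over the 60 pairs with different numbers, and the value for the same number differed between pairs of lines.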

Figure 5 shows the genes with differential transcript counts compared with the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line (fold change >2 or <0.5; *P*<0.05); the correlation between the biological replicates is shown in Supplementary Fig. S3; mapping of the reads to the four different splice variants of NAC052 as well as the expression of the splice variants is shown in Supplementary Figs S4 and S5. The activation-tagged line and the p*GLDT*_*Ft*_*::5'truncatedNAC052* line showed a low number of differentially counted transcripts compared with the reference line, whereas the p*GLDT*_*Ft*_*::NAC052* line and the CRISPR/Cas mutated line showed a relatively high number of differentially counted transcripts compared with the reference line (Fig. 5). 

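Of the 19663 genes tested, 131 were differentially counted in the activation-tagged line, 53 higher and 78 lower than in the reference line. The GLDT::5'truncatedNAC052 line had 173, of which 106 were higher and 67 lower. The CRISPR/Cas line had 1305, 681 higher and 624 lower, and the GLDT::NAC052 line had 1604, 1023 higher and 581 lower. Without the limit on the fold change, 505, 1152, 4700 and 6800 genes had an adjusted p under 0.05 in the same order of lines. Genes counted higher and genes counted lower were compared between lines separately. Those differential in their direction in a single line numbered 90 in the activation-tagged line and 1043 in the CRISPR/Cas line. They numbered 27 in the GLDT::5'truncatedNAC052 line and 1264 in the GLDT::NAC052 line. They include genes that changed the other way in another line, and counts of genes in a line alone are meant so below. For the GLDT::5'truncatedNAC052 line, a model of only its 3 libraries and those of the reference line was also fitted. The total of 173 genes then fell to 25, and the 27 in that line alone fell to 2.
With the replicate number as a block in the model, 184 genes were differential in the activation-tagged line, 1355 in the CRISPR/Cas line, 211 in the GLDT::5'truncatedNAC052 line and 1640 in the GLDT::NAC052 line. Of the genes without the block, 126, 1254, 156 and 1559 were also differential with it. Same-numbered libraries of a line and the reference line had correlated deviations of 0.15, 0.11, 0.07 and 0.14 in the same order.
Scaling by library totals alone moved the share of differential genes counted higher from 40.5% to 26.2% in the activation-tagged line, from 52.2% to 68.2% in the CRISPR/Cas line, from 61.3% to 75.6% in the GLDT::5'truncatedNAC052 line and from 63.8% to 76.6% in the GLDT::NAC052 line. It also shifted the median log2 fold change of all genes to -0.11, 0.19, 0.08 and 0.11, so the directions given here are relative to the median gene.
Between lines sequenced together on lane 8, 1613 genes differed between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines, 746 of them higher in the CRISPR/Cas line. The GLDT::NAC052 and GLDT::5'truncatedNAC052 lines differed in 379 genes, 331 of them higher in the GLDT::NAC052 line. The CRISPR/Cas and GLDT::NAC052 lines differed in 2617 genes, 1133 of them higher in the CRISPR/Cas line. With the replicate block these counts were 1650, 452 and 2601, and the correlated deviations of same-numbered libraries were 0.03, 0.36 and 0.11.
Among differential genes whose 3 libraries all lay outside the range of the reference libraries and that had at least 1 CPM on average, the largest rise in the activation-tagged line was that of FSD1 (AT4G25100), with a log2 fold change of 3.57 (standard error 0.84, adjusted p = 0.0402, limma, Benjamini-Hochberg). It was no longer differential in any of the 6 fits that each left out 1 library of these lines. The largest fall there was that of AT1G52450, with a log2 fold change of -6.30 (standard error 0.74, adjusted p = 0.000923, limma, Benjamini-Hochberg) and at most 1 count in each library. In the CRISPR/Cas line, ATL41 (AT2G42360) rose from 0 counts in every reference library to 252 to 491 counts. It stayed differential in 2 of the 6 fits that each left out 1 library. MEX1 (AT5G17520), which encodes a maltose transporter, fell to 13, 18 and 6 counts with a log2 fold change of -7.11 (standard error 0.76, adjusted p = 8.4e-05, limma, Benjamini-Hochberg). In the GLDT::NAC052 line, AT2G22880 rose from 0 counts in every reference library to 204, 467 and 711.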

No significant GO enrichments were found within the descriptions of the 69 genes that are differentially regulated in the activation-tagged line when compared with the reference line, nor were any GO enrichments found among the 65 genes that are differentially regulated in the p*GLDT*_*Ft*_*::5'truncatedNAC052* line when compared with the reference line. 

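The deposited table carries no ontology terms, so functions and processes were taken from the descriptions in the TAIR10.1 annotation, which differ from the database that the paper used. Among the genes tested, 10675 had at least 1 such term, and 869 terms held at least 5 of them. Enrichment of the genes differential in a single line was tested by a one-sided hypergeometric test with Benjamini-Hochberg adjustment. The 54 annotated genes of the activation-tagged line were enriched in 1 term, arsenate reductase (glutaredoxin) activity, with 3 genes against 0.0708 expected (adjusted p = 0.0372). In all, 20 terms had an unadjusted p under 0.05. The 9 annotated genes of the GLDT::5'truncatedNAC052 line were enriched in 0 terms, with 8 at an unadjusted p under 0.05.
Over all differential genes of the activation-tagged line, 0 terms were enriched, with 28 at an unadjusted p under 0.05. Over all those of the GLDT::5'truncatedNAC052 line, 1 term was enriched, response to water deprivation, with 7 genes against 0.561 expected (adjusted p = 0.00114). Among the genes counted higher in the activation-tagged line, 4 terms were enriched, namely arsenate reductase (glutaredoxin) activity and protein disulfide oxidoreductase activity (adjusted p = 0.00413 for each), and cell redox homeostasis and nitrate assimilation (adjusted p = 0.0264 for each, hypergeometric test, Benjamini-Hochberg). Among those counted higher in the GLDT::5'truncatedNAC052 line, 2 terms were enriched, response to water deprivation (adjusted p = 5.54e-05) and response to abscisic acid stimulus (adjusted p = 0.0147, hypergeometric test, Benjamini-Hochberg). The genes counted lower had 0 enriched terms in either line, with 16 and 10 at an unadjusted p under 0.05.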

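In both the activation-tagged and the GLDT::5'truncatedNAC052 line, 2 genes were counted higher than in the reference line, against 0.286 expected for unrelated lists (odds ratio 7.35, two-sided Fisher's exact test, p = 0.0332). A single gene was counted lower in both, where 0.266 were expected (odds ratio 3.84, two-sided Fisher's exact test, p = 0.234). In 2 further genes the lines changed in opposite directions. The reference libraries are common to both comparisons, so their noise enters both lists. BGLU11 (AT1G02850), a beta-glucosidase, had log2 fold changes of 2.19 (standard error 0.52, adjusted p = 0.042, limma, Benjamini-Hochberg) in the activation-tagged line and 2.27 (standard error 0.51, adjusted p = 0.0225, limma, Benjamini-Hochberg) in the GLDT::5'truncatedNAC052 line. It was also higher in the CRISPR/Cas and GLDT::NAC052 lines. CSLB4 (AT2G32540), a cellulose synthase-like gene, had log2 fold changes of 1.16 (adjusted p = 0.0483, limma, Benjamini-Hochberg) and 1.24 (adjusted p = 0.0233, limma, Benjamini-Hochberg), and was differential in these lines alone. RL2 (AT2G21650) had log2 fold changes of -1.59 (adjusted p = 0.0297, limma, Benjamini-Hochberg) and -1.17 (adjusted p = 0.046, limma, Benjamini-Hochberg), and was also lower in the GLDT::NAC052 line. These 3 genes were named after their values were seen. Leaving out single libraries moved the number of shared genes between 0 and 4, scaling by library totals alone gave 0, and the replicate block gave 5. Of the 6 fits for each line that left out 1 library, BGLU11 was differential in 0 in the activation-tagged line and 4 in the GLDT::5'truncatedNAC052 line, CSLB4 in 1 and 3, and RL2 in 0 and 0. Across all 19663 genes the log2 fold changes of the 2 lines had a Pearson's r of -0.01.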

No genes respond similarly in the activation-tagged line as in the p*GLDT*_*Ft*_*::5'truncated NAC052* line when compared with the reference line (Fig. 5).

**Fig. 5.**
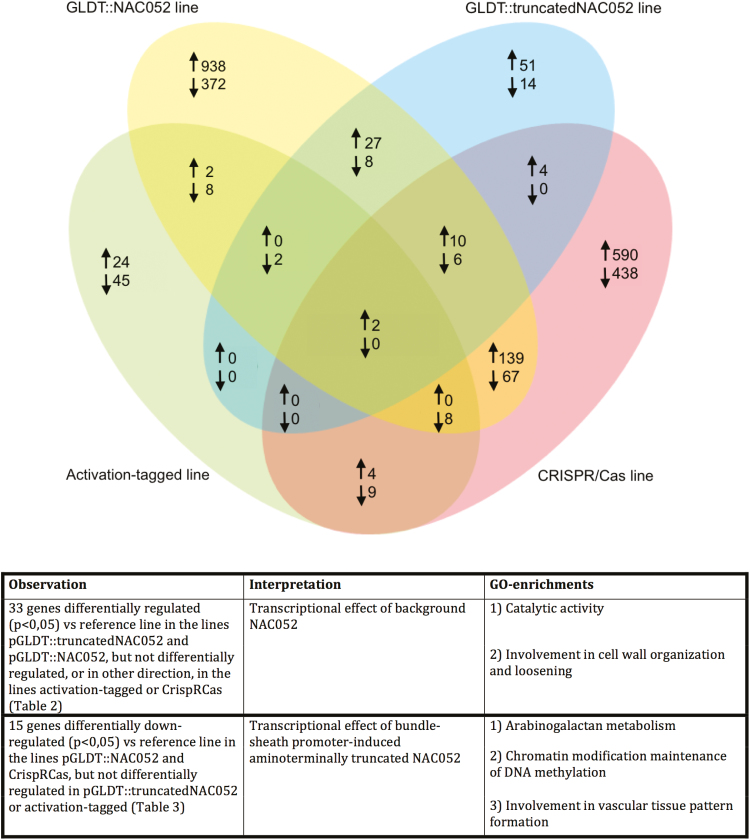
Number of genes with a differential transcript count compared with the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line. Venn diagrams displaying the number of significantly (*P*=0.05) differentially (>2.0-fold up- or down-regulated) expressed genes when comparing the p*GLDT*_*Ft*_*::NAC052*, p*GLDT*_*Ft*_*::5'truncatedNAC052*, activation-tagged, or CRISPR/Cas transformed line with the reference line. The panel gives an overview of the GO enrichments.

Based on the introduced mutations, both in the activation-tagged line and in the CRISPR/Cas line, the endogenous full-size NAC052 protein should be absent, while the p*GLDT*_*Ft*_*::5'truncatedNAC052* and the p*GLDT*_*Ft*_*::NAC052* lines should still accumulate endogenous NAC052 protein in the background. We compared descriptions of genes that are similarly responsive in the p*GLDT*_*Ft*_*::5'truncatedNAC052* and the p*GLDT*_*Ft*_*::NAC052* line, as well as similarly responsive in the activation-tagged line and the CRISPR/Cas line, but differently responsive between p*GLDT*_*Ft*_*::5'truncatedNAC052*/p*GLDT*_*Ft*_*::NAC052* and activation-tagged/CRISPR/Cas. In such a way, we could investigate the transcriptional effect of endogenous NAC052 protein expression in the background. Thirty-three genes respond in such a way (Table 2). These genes are enriched for the GO terms ‘catalytic activity’ and ‘involvement in cell wall organization and loosening’. 

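All 33 genes of Table 2 were among the genes tested, and 29 of them had the pattern in the form used here. It required a change in the same direction in both lines of 1 pair, GLDT::5'truncatedNAC052 with GLDT::NAC052 or activation-tagged with CRISPR/Cas, and in neither line of the other pair. The lines of that other pair did not have to be alike, and with that added, after the values were seen, 25 genes of Table 2 met it. Over all genes, 141 had the pattern, and 121 with both pairs alike. Of the 141, 79 were higher and 33 lower in both the GLDT::5'truncatedNAC052 and GLDT::NAC052 lines, and 8 were higher and 22 lower in both the activation-tagged and CRISPR/Cas lines, with IAMT1 counted in both groups. The number was 37 when each comparison was fitted on its own 6 libraries and 900 without the limit on the fold change. In the Table 2 entries that give a fold change, the direction was the same in 11 of 11 for the activation-tagged line, 11 of 11 for the CRISPR/Cas line, 27 of 27 for the GLDT::5'truncatedNAC052 line and 26 of 27 for the GLDT::NAC052 line. The genes were differential in 8, 10, 21 and 25 of these entries. The clock gene LHY (AT1G01060) had log2 fold changes of 1.54 (standard error 0.27, adjusted p = 0.0109, limma, Benjamini-Hochberg) in the activation-tagged line and 1.53 (standard error 0.26, adjusted p = 0.00133, limma, Benjamini-Hochberg) in the CRISPR/Cas line. AT4G40020 had 1, 6 and 1 counts in the reference libraries, and 63, 67 and 94 counts in those of the activation-tagged line.
The pattern joins genes that pass the limits in some lines and not in others. For the 21 genes that Table 2 gives as raised in both GLDT lines, the CRISPR/Cas line was also compared directly with the GLDT::NAC052 line on the same lane. All 21 were lower in the CRISPR/Cas line, with a median log2 difference of -2.81, and all 21 had an adjusted p under 0.05 over all genes in limma's test. The paper chose these genes from the same libraries for rising in the GLDT lines and not in the CRISPR/Cas line, so the direction of this difference was largely set by that choice.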

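With the terms of the TAIR10.1 descriptions, 19 genes of Table 2 were annotated, and 0 of 869 terms were enriched after Benjamini-Hochberg adjustment, with 13 at an unadjusted p under 0.05 (one-sided hypergeometric test). The term catalytic activity was held by 1 gene against 1.34 expected (exact hypergeometric p = 0.75). Parent terms of the ontology were not counted, so an enzyme described only by a narrower term is missing from this number. It is therefore not a like test of the enrichment in the paper. Plant-type cell wall loosening was held by 1 gene against 0.0285 expected (exact hypergeometric p = 0.0281), and plant-type cell wall organization by 0 genes. A list of 265 cell wall genes was also drawn up from words in the descriptions, such as expansin, xyloglucan, pectin and cellulose synthase. It held 3 genes of Table 2, XTH23, EXPA16 and AtGH9B8, against 0.447 expected (odds ratio 7.36, two-sided Fisher's exact test, p = 0.00993). The background was the 19567 tested genes with a description, and the genes of Table 2 had themselves been chosen by their expression.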

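FAD8 (AT5G05580), a plastidic fatty acid desaturase, had a scaled count of 1035 ± 183 (SD, n = 3) in the reference line, 442 ± 40.9 in the GLDT::5'truncatedNAC052 line and 397 ± 124 in the GLDT::NAC052 line. Its log2 fold changes were -1.21 (standard error 0.18, adjusted p = 0.00421, limma, Benjamini-Hochberg) and -1.41 (standard error 0.18, adjusted p = 0.000117, limma, Benjamini-Hochberg). In the activation-tagged line FAD8 was higher, by 0.89 (adjusted p = 0.0126, limma, Benjamini-Hochberg), short of the fold-change limit. CRK30 (AT4G11460), a cysteine-rich receptor-like kinase, was lower in the same lines, with log2 fold changes of -2.38 (standard error 0.60, adjusted p = 0.0364, limma, Benjamini-Hochberg) and -1.82 (standard error 0.53, adjusted p = 0.016, limma, Benjamini-Hochberg). CRK30 remained differential in the GLDT::5'truncatedNAC052 line in 1 of the 6 fits that each left out 1 library. AT1G74010, a calcium-dependent phosphotriesterase superfamily protein, was higher, with log2 fold changes of 1.70 (standard error 0.40, adjusted p = 0.0267, limma, Benjamini-Hochberg) and 2.63 (standard error 0.38, adjusted p = 0.000225, limma, Benjamini-Hochberg). It too remained differential in the GLDT::5'truncatedNAC052 line in only 1 of these 6 fits.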

The genes involved in catalytic activity all encode enzymes, for example a temperature-sensitive plastidic fatty acid desaturase, a cysteine-rich receptor-like protein kinase, and a calcium-dependent phosphotriesterase superfamily protein. 

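XTH23 (AT4G25810), a xyloglucan endotransglucosylase/hydrolase, had 24.5 ± 5.76 scaled counts (SD, n = 3) in the reference line, 88.2 ± 38.1 in the GLDT::5'truncatedNAC052 line and 179 ± 34.6 in the GLDT::NAC052 line. These gave log2 fold changes of 1.78 (standard error 0.42, adjusted p = 0.0275, limma, Benjamini-Hochberg) and 2.87 (standard error 0.40, adjusted p = 0.000185, limma, Benjamini-Hochberg). The aspartyl protease AT3G54400 had 706 ± 175, 1778 ± 410 and 3364 ± 916 scaled counts in the same lines, with log2 fold changes of 1.33 (standard error 0.26, adjusted p = 0.0116, limma, Benjamini-Hochberg) and 2.24 (standard error 0.26, adjusted p = 7.14e-05, limma, Benjamini-Hochberg). EXPA16 (AT3G55500), an expansin, had 948 ± 410, 2418 ± 479 and 2627 ± 220. Its log2 fold changes of 1.42 and 1.56 lay within their standard errors of 0.22 and 0.23 of each other. With 1 library left out in turn, XTH23 remained differential in the GLDT::5'truncatedNAC052 line in 1 of 6 fits, AT3G54400 in 4 and EXPA16 in all 6. In the CRISPR/Cas line XTH23 also rose, by 1.23 (adjusted p = 0.0542, limma, Benjamini-Hochberg), while AT3G54400 and EXPA16 fell by 0.79 and 0.66 (adjusted p = 0.0619 and 0.0612, limma, Benjamini-Hochberg).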

Among the genes involved in cell wall organization are, for example, a xyloglucan endotransglucosylase/hydrolase, an aspartyl protease, and an expansin-like protein.

**Table 2.** Genes that are similarly responsive in the *GLDT*_*Ft*_*::5'truncatedNAC052* and the *GLDT*_*Ft*_*:NAC052* lines, but differently responsive in the activation-tagged line and the CRISPR/Cas line

	Gene ID	Gene description	Abbreviated gene name	Activation tagged	CRISPR/Cas	*GLDT:: truncatedNAC052*	*GLDT:: NAC052*
1	AT1G01060	LHY encodes a myb-related putative transcription factor (TF) involved in circadian rhythm along with another myb TF CCA1.	LHY	2.06	2.37	0.5<FC<2.0	0.5<FC<2.0
2	AT1G16730	UNKNOWN PROTEIN 6, expressed during flowering stage, petal differentiation, and expansion stage; expressed in guard cell.	UP6	2.10	2.44	0.5<FC <2.0	0.5<FC<2.0
3	AT4G40020	Myosin heavy chain-related protein; involved in reciprocal meiotic recombination.		3.34	2.37	0.5<FC<2.0	0.5<FC<2.0
4	AT5G05580	Encodes a temperature-sensitive plastidic fatty acid desaturase. Located in chloroplast, expressed in guard cell.	FAD8	0.5<FC<2.0	0.5<FC<2.0	0.47	0.42
5	AT5G67370	CONSERVED IN THE GREEN LINEAGE; involved in response to iron ion starvation; located in chloroplast, integral component of membrane.	CGLD27	0.5<FC<2.0	0.5<FC<2.0	0.47	0.32
6	AT1G72416	Chaperone DnaJ-domain superfamily protein; located in cytoplasm, integral component of membrane; expressed in guard cell.		0.5< FC <2.0	0.5< FC <2.0	0.44	0.45
7	AT2G34510*	Choice-of-anchor C domain protein, putative; expressed in cauline leaf, collective leaf structure, cotyledon.		0.5<FC<2.0	0.5<FC<2.0	0.45	0.33
8	AT4G11460*	Encodes a cysteine-rich receptor-like protein kinase, involved in defence response to bacteria, protein phosphorylation.	CRK30	0.5<FC<2.0	0.5<FC<2.0	0.42	0.36
9	AT5G01015*	Transmembrane protein.		0.5<FC<2.0	0.5<FC<2.0	0.35	0.26
10	**AT1G74010**	Calcium-dependent phosphotriesterase superfamily protein; located in cytosol, endoplasmic reticulum, extracellular region, membrane, plant-type cell wall.		0.5<FC<2.0	0.5<FC<2.0	2.13	5.03
11	AT2G22880	VQ motif-containing protein; involved in response to UV-B; located in nucleus.	VQ12	0.5<FC<2.0	0.5<FC<2.0	2.52	9.60
12	**AT2G39350**	Belongs to a clade of five *Arabidopsis thaliana* ABCG half-transporters that are required for synthesis of an effective suberin barrier in roots and seed coats (ABCG2, ABCG6, and ABCG20) and for synthesis of an intact pollen wall (ABCG1 and ABCG16).	ABCG1	0.5<FC<2.0	0.5<FC<2.0	2.71	7.97
13	AT2G39980	HXXXD-type acyl-transferase family protein; involved in response to karrikin; has transferase activity.		0.5<FC<2.0	0.5< FC <2.0	2.17	3.71
14	AT4G06410	Natural antisense transcript overlaps with AT4G16670.		0.5<FC<2.0	0.5<FC<2.0	2.28	5.53
15	AT4G15550	IAGLU, INDOLE-3-ACETATE BETA-d-GLUCOSYLTRANSFERASE.	IAGLU	0.5< FC <2.0	0.5< FC <2.0	2.58	2.51
16	AT4G25810*	Xyloglucan endotransglycosylase-related protein (XTR6); involved in cell wall biogenesis, cell wall organization, xyloglucan metabolic process; located in Golgi apparatus, apoplast, cell wall, extracellular region.	XTR6	0.5<FC<2.0	0.5<FC<2.0	2.00	5.71
17	AT4G35770	Senescence-associated gene that is strongly induced by phosphate starvation. Transcripts are differentially regulated at the level of mRNA stability at different times of day.	SEN1	0.5<FC<2.0	0.5<FC<2.0	2.09	2.66
18	AT5G13330*	Encodes a member of the ERF (ethylene response factor) subfamily B-4 of ERF/AP2 transcription factor family.	Rap2.6L	0.5<FC<2.0	0.5<FC<2.0	2.12	4.55
19	AT1G75450	This gene used to be called AtCKX6. It encodes a protein whose sequence is similar to cytokinin oxidase/dehydrogenase.	CKX5	0.50	0.30	2.00	2.65
20	AT2G19800	Encodes a myo-inositol oxygenase family gene, involved in l-ascorbic acid biosynthetic process, inositol catabolic process, oxidation–reduction process, syncytium formation.	MIOX2	0.36	0.50	2.00	2.30
21	AT3G50970	Belongs to the dehydrin protein family, involved in cold acclimation, defence response to fungus, response to abscisic acid, response to cold, response to water, response to water deprivation; the mRNA is cell-to-cell mobile.	LTI30	0.28	0.46	2.00	3.23
22	AT4G20970	Basic helix–loop–helix (bHLH) DNA-binding superfamily protein; has DNA-binding transcription factor activity.		0.39	0.42	2.00	2.00
23	AT4G21650*	Subtilase family protein; involved in proteolysis.	SBT3.13	0.36	0.48	2.00	2.00
24	AT5G07000	Encodes a member of the sulfotransferase family of proteins. It may be able to act on structurally related jasmonates.	ST2B	0.41	0.23	0.5<FC<2.0	0.5<FC<2.0
25	**AT5G55250**	Encodes an enzyme that specifically converts IAA to its methyl ester form MelIAA, involved in auxin homeostasis, methylation, polarity specification of adaxial/abaxial axis.	IAMT1	0.47	0.34	0.5<FC<2.0	0.5<FC<2.0
26	AT1G04220	Encodes KCS2, a member of the 3-ketoacyl-CoA synthase family involved in the biosynthesis of VLCFA (very long chain fatty acids).	KCS2	0.5<FC<2.0	0.5<FC<2.0	2.16	3.01
27	AT1G64660	Encodes a functional methionine gamma-lyase, a cytosolic enzyme catalyses the degradation of methionine into methanethiol, alpha-ketobutyrate, and ammonia.	MGL	0.5<FC<2.0	0.5<FC<2.0	2.05	3.26
28	AT2G23170	Encodes an IAA-amido synthase that conjugates Asp and other amino acids to auxin *in vitro*.	GH3.3	0.5<FC<2.0	0.5<FC<2.0	2.57	4.20
29	AT3G54400*	Eukaryotic aspartyl protease family protein; involved in protein catabolic process, proteolysis; located in apoplast, cell wall, chloroplast, extracellular region, plant-type cell wall.		0.5<FC<2.0	0.5<FC<2.0	2.12	4.24
30	**AT3G55500**	Expansin-like protein, involved in plant-type cell wall loosening, plant-type cell wall modification involved in multidimensional cell growth, plant-type cell wall organization, syncytium formation, unidimensional cell growth.	ExPA16	0.5<FC<2.0	0.5<FC<2.0	2.01	2.54
31	AT3G62090	PHYTOCHROME-INTERACTING FACTOR 6, encodes a novel Myc-related bHLH transcription factor, which physically associated with APRR1/TOC1 and is a member of PIF3 transcription factor family.	PIL2	0.5<FC<2.0	0.5<FC<2.0	2.06	2.27
32	AT5G06570*	Alpha/beta-Hydrolase superfamily protein; expressed during petal differentiation and expansion stage.		0.5<FC<2.0	0.5<FC<2.0	2.16	7.02
33	**AT2G32990**	Glycosyl hydrolase 9B8; involved in cell wall organization, cellulose catabolic process.	GH9B8	0.45	0.40	0.5<FC<2.0	0.5<FC<2.0

Fold changes are compared with the reference line. Gene IDs in bold are involved in cell wall organization; gene IDs that include ‘*’ overlap with up-regulated genes after *NAC050/052-RNAi* (Ning *et al.*, 2015); gene IDs underlined overlap with differentially expressed genes between total leaf and bundle sheath only (Aubry *et al.*, 2014); fold changes in blue are increased compared with the reference line (*P*=0.05); fold changes in red are decreased compared with the reference line (*P*=0.05).

Both the activation-tagged line and the p*GLDT*_*Ft*_*::5'truncated NAC052* line are exposed to altered NAC052 functionality due to an N-terminal truncation of the NAC052 protein. Because NAC052 is a transcriptional repressor (Zhang *et al.*, 2015), it is interesting to analyse descriptions of genes that are down-regulated (when compared with the reference line) in the p*GLDT*_*Ft*_*::NAC052* line as well as in the CRISPR/Cas line, but are not differentially expressed compared with the reference line in the activation-tagged line and the p*GL DT*_*Ft*_*::5'truncatedNAC052* line. Fifteen genes respond in such a way; three of those genes encode proteins functional in arabinogalactan metabolism, one is a chromatin modification maintainer of DNA methylation, and one is a carboxypeptidase involved in leaf vascular tissue pattern formation (Table 3).

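All 15 genes of Table 3 were tested, and 12 had the described pattern here. Over all genes, 62 had it among the 77 genes counted lower in both the GLDT::NAC052 and CRISPR/Cas lines. The 62 genes became 39 when library totals alone were used for scaling. Log2 fold changes of the 15 genes ran from -3.36 to -1.02 in the CRISPR/Cas line and from -2.12 to -1.10 in the GLDT::NAC052 line, and 14 of the 15 were differential in each. Among the genes of arabinogalactan metabolism, BXL1 (AT5G49360) and BXL2 (AT1G02640) encode beta-xylosidases. BXL1 had log2 fold changes of -1.02 (standard error 0.23, adjusted p = 0.00609, limma, Benjamini-Hochberg) in the CRISPR/Cas line and -1.17 (standard error 0.22, adjusted p = 0.00154, limma, Benjamini-Hochberg) in the GLDT::NAC052 line. BXL2 had -1.52 (standard error 0.24, adjusted p = 0.000828, limma, Benjamini-Hochberg) and -1.18 (standard error 0.23, adjusted p = 0.00169, limma, Benjamini-Hochberg). AGP3 (AT4G40090), an arabinogalactan protein, had 27.8 ± 14.8 scaled counts (SD, n = 3) in the reference line, 6.17 ± 3.31 in the CRISPR/Cas line and 6.07 ± 2.97 in the GLDT::NAC052 line. Its log2 fold changes were -2.14 (standard error 0.79, adjusted p = 0.064, limma, Benjamini-Hochberg) and -2.12 (standard error 0.79, adjusted p = 0.0522, limma, Benjamini-Hochberg), so it was not differential in either line. ORTH4 (AT1G66040), which the paper also calls VIM4, had 59.0 ± 26.9 scaled counts in the reference line, 5.61 ± 2.82 in the CRISPR/Cas line and 20.0 ± 3.91 in the GLDT::NAC052 line.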

**Table 3.** Genes that are similarly responsive in the *GLDT*_*Ft*_*:NAC052* line and CRISPR/Cas line, but not responsive in the activation-tagged line and in the *GLDT*_*Ft*_*::5'truncatedNAC052* line

	Gene ID	Gene description	Abbreviated gene name	Acti-vation tagged	CRISPR/Cas	*GLDT::5'truncatedNAC052*	*GLDT::NAC052*
1	AT1G02640*	Encodes a protein similar to a beta-xylosidase located in the extracellular matrix (AT5G49360). This is a member of glycosyl hydrolase family 3 and has six other closely related members.	BXL2	0.5<FC<2.0	0.36	0.5<FC<2.0	0.46
2	AT1G26820	Encodes ribonuclease RNS3. Involved in RNA catabolic process and ageing.	RNS3	0.5<FC<2.0	0.34	0.5<FC<2.0	0.50
3	**AT1G66040**	ORTH4, ORTHRUS 4, VARIANT IN METHYLATION 4, VIM4 Involved in chromatin organization, maintenance of DNA methylation, protein ubiquitination. Protein located in nucleus.	VIM4	0.5<FC<2.0	0.26	0.5<FC<2.0	0.44
4	AT1G70985	Hydroxyproline-rich glycoprotein family protein, protein located in anchored component of membrane. Expressed in seeds of first silique		0.5<FC<2.0	0.44	0.5<FC<2.0	0.50
5	AT1G78450*	SOUL haem-binding family protein, protein located in chloroplast, expressed in hypocotyl and siliques.		0.5<FC<2.0	0.41	0.5<FC<2.0	0.39
6	AT2G29300	NAD(P)-binding Rossmann-fold superfamily protein, protein location unknown, expressed in seeds of first silique.		0.5<FC<2.0	0.44	0.5<FC<2.0	0.48
7	AT3G13000	Ubiquinone biosynthesis protein, expressed in young leaf and young flower. Protein located in nucleus and vacuole.		0.5<FC<2.0	0.48	0.5<FC<2.0	0.50
8	**AT3G54720**	ALTERED MERISTEM PROGRAM 1, AMP1, encodes glutamate carboxypeptidase. Various alleles show increased cotyledon number and rate of leaf initiation, show transformation of leaves to cotyledons, altered flowering time and photomorphogenesis, and an increased level of cytokinin biosynthesis. Protein located in endoplasmic reticulum. Involved in leaf vascular tissue pattern formation.	AMP1	0.5<FC<2.0	0.47	0.5<FC<2.0	0.39
9	AT3G62070	Hypothetical protein expressed in guard cell.		0.5<FC<2.0	0.48	0.5<FC<2.0	0.39
10	AT4G03610	Metallo-hydrolase/oxidoreductase superfamily protein, protein located in nucleus, expressed in plant embryo.		0.5<FC<2.0	0.19	0.5<FC<2.0	0.45
11	AT4G20820	FAD-binding Berberine family protein, electron transfer activity, protein located in chloroplast, expressed in collective leaf structure, cotyledon, guard cell, hypocotyl, root, stem, vascular leaf.	ATBBE18	0.5<FC<2.0	0.29	0.5<FC<2.0	0.34
12	AT4G26288	Hypothetical protein, expressed in silique, protein located in nucleus		0.5<FC<2.0	0.47	0.5<FC<2.0	0.42
13	AT4G34790	SAUR-like auxin-responsive protein family, protein located in mitochondrion. Expressed in guard cell.	SAUR3	0.5<FC<2.0	0.27	0.5<FC<2.0	0.33
14	**AT4G40090**	Arabinogalactan protein 3, involved in multicellular organism development, protein located in anchored component of membrane, expressed in hypocotyl, plant egg cell, root, root hair cell, shoot apex, trichoblast.	AGP3	0.5<FC<2.0	0.49	0.5<FC<2.0	0.42
15	AT5G49360*	Encodes a bifunctional (beta)-d-xylosidase/(alpha)-l-arabinofuranosidase required for pectic arabinan modification. Located in the extracellular matrix. Gene is expressed specifically in tissues undergoing secondary wall thickening. This is a member of glycosyl hydrolase family 3 and has six other closely related members.	BXL1	0.5<FC<2.0	0.50	0.5<FC<2.0	0.46

Fold changes are compared with the reference line. Gene IDs in bold are involved in either chromatin organization, leaf vascular tissue pattern formation, or arabinogalactan functioning; gene IDs that include ‘*’ overlap with up-regulated genes after *NAC050/052-RNAi* (Ning *et al.*, 2015); gene IDs underlined overlap with differentially expressed genes between total leaf and bundle sheath only (Aubry *et al.*, 2014); fold changes in red are decreased compared with the reference line (*P*=0.05)

## Discussion

In this study, activation tagging led to expression of a 5'truncated form of the NAC052 transcription factor, in which the DNA-binding domain was partly deleted. In our leaf bundle-targeted GFP reporter line, this mutation led to changes in GFP fluorescence levels, as well as anatomical changes in the BS, in addition to changes in whole-plant and leaf morphology.

### NAC052 acts as a regulator of leaf development

*NAC052* belongs to the NAC [no apical meristem (NAM), Arabidopsis transcription activation factor (ATAF), Cup-shaped cotyledon (CUC)] family of transcription factors. NAC transcription factors typically posses the conserved N-terminal NAC domain (~150 amino acids), which contains the DNA-binding domain, and a diversified C-terminal transcription regulatory region (Puranik *et al.*, 2012). *NAC052* is a duplicated gene of *NAC050*, and they together bind DNA in the form of dimers and associate with the histone demethylase JMJ14, leading to histone H3K4 demethylation (Ning *et al.*, 2015; Zhang *et al.*, 2015). JMJ14 acts in several biological processes, including mobile RNA silencing, DNA methylation, abundance of endogenous transposon transcripts, and flowering time genes (Deleris *et al.*, 2010; Lu *et al.*, 2010; Searle *et al.*, 2010; Le Masson *et al.*, 2012). Of the two NAC transcription factors that associate with JMJ14, mutational effects in NAC052 are similar to *jmj14*-mutants, whereas mutations in NAC050 have only moderate effects (Zhang *et al.*, 2015). These mutational effects include suppression of post-transcriptional gene silencing (PTGS), leading to enhanced transcription levels of several endogenous targets of JMJ14 as well as reduced transcript levels of transgene loci (Searle *et al.*, 2010; Le Masson *et al.*, 2012). Within the RNA silencing process, JMJ14 was found to act downstream from the Argonaute effector complex to demethylate histone H3K4 at the RNA silencing target gene (Searle *et al.*, 2010). Increased H3K4me3 levels at endogenous loci correlate with increased transcription at the same loci (Zhang *et al.*, 2009). Whole-genome analysis of H3K4me3 levels and of RNA transcript levels in *jmj14* revealed 130 genes that were both hypermethylated and up-regulated in *jmj14*; none of these genes overlapped with genes found to be transcriptionally responsive to misexpressed NAC052 in this study (Tables 2, 3) (Ning *et al.*, 2015).

Besides identifying *jmj14*, forward genetic screening for mutants defective in PTGS has identified *suppressor of gene silencing 1* (*sgs1*), found to be impaired in the *NAC052* gene (Le Masson *et al.*, 2012; Butel *et al.*, 2017). Butel *et al.* (2017) showed that besides repressing transcription of endogenous genes that are involved in PTGS, the JMJ14–NAC052 module promotes transgene transcription by preventing DNA methylation, confirming that the JMJ14–NAC052 module has a dual effect (Searle *et al.*, 2010; Le Masson *et al.*, 2012). Whole-genome analysis of RNA transcript levels in an *NAC050/052-RNAi* plant identified 1470 genes with enhanced transcript levels (Ning *et al.*, 2015), of which eight genes overlapped with the genes found in this study that are differently responsive between p*GLDT*_*Ft*_*::5'truncatedNAC052*/p*GLDT*_*Ft*_*::NAC052* and activation-tagged/CRISPR/Cas (Table 2), and three genes overlapped with the genes that are differently responsive between p*GLDT*_*Ft*_*::NAC052/*CRISPR/Cas and p*GLDT*_*Ft*_*::5'truncated NAC052/*activation-tagged (Table 3).

In this study, an increased transcript level of an N-terminally truncated NAC052 in an activation-tagged line was observed. The N-terminally truncated NAC052 has 304 amino acids instead of the wild-type 452 amino acids, and it contains only part of the conserved NAC domain. This conserved NAC domain consists of five subdomains (A–E), and the crucial DNA-binding domain is situated within a 60 amino acid region located within subdomains D and E (Kikuchi *et al.*, 2000; Duval *et al.*, 2002). The N-terminally truncated NAC052 contains only subdomain E, but not A–D. Therefore, we hypothesize that the N-terminally truncated NAC052 has no functional DNA-binding domain and is an unable to associate with JMJ14, leading to a non-functional H3K4 demethylase.

When cloning the *F. trinervia*-derived *GLDT* promoter in front of the full-length CDS of *NAC052*, or in front of the 5'truncated *NAC052*, we confirmed the leaf morphology phenotype as well as the increased GFP expression in the leaf bundles. However, this confirmation was lost in the T_2_ generation, the reason for which could be rearrangements of the inserted T-DNA with loss of expression (Krysan *et al.*, 1999). However, because it occurred independently in both the T_2_ of the *GLDT::NAC052* and of the *GLDT::5'truncatedNAC052*, it is more likely that the *GLDT::(5'truncated)NAC052* transgene post-transcriptionally silences its own protein expression, confirming that NAC052 affects PTGS. The fact that NAC052 plays a role in PTGS should be noted as potentially important to achieve cell-specific gene expression as a first step towards C_4_-like leaf anatomy, as post-transcriptional regulation of photosynthetic genes is a key driver of C_4_ leaf ontogeny (Fankhauser and Aubry, 2017). In addition, the GLDPA gene—the promoter of which was used to create the p*GLDPA*_*Ft*_*::RbcS.TP*-s*GFP* reference line—is known to be subject to nonsense-mediated mRNA decay (NMD), (Wiludda *et al.*, 2012). Both NMD and RNA silencing are part of the post-transcriptional gene silencing process, in which NMD is the front-line RNA quality control pathway, and RNA silencing is induced only when the capacity of the NMD becomes saturated (Christie *et al.*, 2011). The fact that both NAC052 and GLDPA are connected to PTGS and the fact that the *GLDPA* gene was proven to have been important for the establishment of a photorespiratory CO_2_ pump in the genus *Flaveria* (Schulze *et al.*, 2013) suggest that PTGS is essential for the modification of regulatory networks to go from C_3_ photosynthesis towards C_4_ photosynthesis.

We confirmed the leaf morphology phenotype when mutating NAC052 with CRISPR/Cas. In contrast to the *GLDT::(5'truncated)NAC052* transgenic lines, in the CRISPR/Cas line the leaf morphology phenotype was stable through three generations, suggesting that NAC052 has lost its PTGS effect in the CRISPR/Cas line. Also in contrast to the *GLDT::(5'truncated)NAC052* transgenic lines, in the CRISPR/Cas line the GFP signal observed was significantly lower than in the reference line. Two things can be concluded from these results: the effect on PTGS and the effect on GFP expression caused by mutated NAC052 are linked, but the effect on PTGS/GFP expression and the effect on leaf morphology are not linked. NAC052 is known to be involved in transcriptional repression through both histone demethylation-dependent and demethylation-independent pathways (Ning *et al.*, 2015). The effect of NAC052 on leaf morphology is so far unknown; we propose that the histone demethylation-independent pathway of NAC052 directs the effect on leaf morphology (Fig. 6). The effects of the diverse introduced constructs and mutations in this study on this proposed pathway of NAC052 are drawn in Fig. 6.

**Fig. 6.**
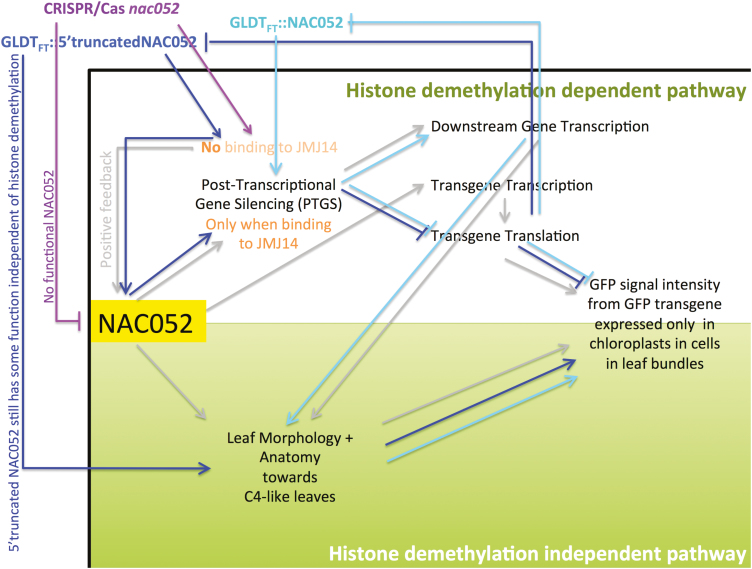
Proposed schematic model of NAC052 function with the effects of introduced *nac052* mutations from this study. The upper half of the scheme in white represents the histone demethylation-dependent pathway for NAC052 function, as described by Ning *et al.* (2015) and by Butel *et al.* (2017); the lower half of the scheme in green represents the histone methylation-independent pathway for NAC052 function, newly described in this study. Grey arrows represent endogenous downstream effects in the NAC052 pathway; dark blue, light blue, and purple arrows represent downstream effects of the genetically introduced *GLDT*_*Ft*_*::5'truncatedNAC052* construct, the *GLDT*_*Ft*_*::NAC052* construct, and the CRISPR/Cas mutation, respectively.

In the activation-tagged line, the N-terminally truncated NAC052 leads to enhanced numbers of BS cells around the leaf vein, as well as to enhanced numbers of chloroplasts in these BS cells (Fig. 4). The presence of endogenous NAC052 function in the background of the p*GLDT*_*Ft*_*::5'truncatedNAC052* T_2_ line decreases the effect of the N-terminally truncated NAC052 on chloroplast numbers probably through PTGS (although the number of BS cells is still enhanced, Fig. 4). Together with post-transcriptional silencing of the GFP gene (Fig. 3), this leads to reduced observed GFP signal in the p*GLDT*_*Ft*_*::5'truncatedNAC052* T_2_ line. These results suggest that the increased GFP signal as a result of targeted misexpression of NAC052 after activation tagging comes internally from an increase in chloroplast numbers through the histone demethylation-independent pathway of NAC052 (the histone demethylation-dependent pathway, leading to PTGS, is dysfunctional because of dysfunctional binding between NAC052 and JMJ14). The reduced GFP signal in the p*GLDT*_*Ft*_*::5'truncatedNAC052* T_2_ line comes from PTGS on the GFP transgene. These observations explain how NAC052 functions in leaf development, besides functioning in PTGS.

### Characterization of NAC052 downstream genes

No genes increase/decrease similarly compared with the reference line in the activation-tagged line to in the p*GLDT*_*Ft*_*::5'truncatedNAC052* line, suggesting that the few differentially counted (activated/reduced) transcripts in the activation-tagged line and the p*GLDT*_*Ft*_*::5'truncatedNAC052* line (Fig. 5) come from genes not directly influenced by (5'truncated) *NAC052*. Instead of actively activating/reducing downstream genes, the N-terminally truncated NAC052 only prevents activation/reduction of transcription that otherwise would have taken place following action of the endogenous *NAC052*, confirming the non-functionality of the *5'truncated NAC052* (Table 3).

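The paper's reasoning rests on genes that are differential in some lines and not in others, so the differences between lines were tested as well. In the GLDT::5'truncatedNAC052 line, 14 of the 15 genes of Table 3 were lower than in the reference line, with a median log2 fold change of -0.81. Of the 15, 2 had an adjusted p under 0.05 over all genes in limma's test and 10 had an unadjusted p under 0.05. In the activation-tagged line 8 of the 15 were higher and 7 lower, with a median of 0.06, and 0 had an adjusted p under 0.05 while 2 had an unadjusted p under 0.05. On the common lane, all 15 genes were lower in the CRISPR/Cas line than in the GLDT::5'truncatedNAC052 line, with a median log2 difference of -0.95, and 8 of them had an adjusted p under 0.05 over all genes. All 15 were also lower in the GLDT::NAC052 line than in the GLDT::5'truncatedNAC052 line, with a median of -0.64, and 3 had an adjusted p under 0.05. With the replicate block, 10 and 4 genes had an adjusted p under 0.05, and the second median was -0.74. Of all 62 genes with the Table 3 pattern, 15 were also differentially lower in the CRISPR/Cas line than in the GLDT::5'truncatedNAC052 line, and 3 in the GLDT::NAC052 line. Both the genes of Table 3 and these 62 were chosen from the same libraries for being lower in the CRISPR/Cas and GLDT::NAC052 lines alone, which favours the sign of these differences. From the lack of genes that change alike in the activation-tagged and GLDT::5'truncatedNAC052 lines, the paper proposes that the few differentially counted transcripts there come from genes outside the direct influence of NAC052. From Table 3 it concludes that the truncated form is not functional and only prevents changes that the endogenous NAC052 would have caused.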

The transcription of 33 genes was increased in response to endogenous *NAC052* supplemented with bundle-specific expression of (5'truncated) *NAC052*, but not in response to complete knockout of the endogenous *NAC052* (Table 2). These 33 genes were enriched for GO terms ‘cell wall organization and loosening’ and ‘catalytic activity’. 

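Of the 33 genes of Table 2, 21 are given there as raised in both the GLDT::5'truncatedNAC052 and GLDT::NAC052 lines. They were chosen there from the same libraries, so a rise in these lines and its absence in the others is in part set by that choice. Here the log2 fold changes of these 21 genes against the reference line had a median of 1.59 in the GLDT::5'truncatedNAC052 line, where all 21 were above 0 and 15 had an adjusted p under 0.05 over all genes in limma's test. In the GLDT::NAC052 line the median was 2.01, with 20 of 21 above 0 and 19 with an adjusted p under 0.05. In the CRISPR/Cas line the median was -0.81, with 18 of 21 below 0. Of these, 6 genes had an adjusted p under 0.05, all lower, and 12 of the 21 had an unadjusted p under 0.05. In the activation-tagged line the median was -0.75, with 16 of 21 below 0 and 3 genes with an adjusted p under 0.05, all lower. AT2G22880, the gene with the largest rise, had 0 counts in the 9 libraries of the reference, activation-tagged and CRISPR/Cas lines, and 39, 29 and 83 counts in those of the GLDT::5'truncatedNAC052 line.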

A significant part of these 33 genes overlap with up-regulated genes in the *NAC050/052-RNAi* line produced by Ning *et al.* (2015), suggesting that they are downstream genes of endogenous NAC052. More than half of these genes were also differentially transcribed between the total leaf and BS (Aubry *et al.*, 2014), suggesting that these downstream genes of NAC052 play a role in BS metabolism. 

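Both GLDT lines were sequenced on lane 8, so the size of the increase was compared directly between them for the 21 Table 2 genes raised in both. The log2 difference, GLDT::NAC052 minus GLDT::5'truncatedNAC052, had a median of 0.69 and ran from -0.25 to 3.04. It was above 0 for 17 of the 21 genes. Over all genes 9 of the 21 had an adjusted p under 0.05 in limma's test, all 9 higher in the GLDT::NAC052 line, and adjustment within the 21 genes gave 11. The median difference of each GLDT::NAC052 replicate from the mean of the GLDT::5'truncatedNAC052 line was 0.65, 0.53 and 0.80, a spread of 0.14 (SD, n = 3). With the replicate number as a block, the median was 0.69 and 9 genes had an adjusted p under 0.05. Between these lines, same-numbered libraries had correlated deviations of 0.36. Leaving out single libraries moved the median between 0.59 and 0.80. With only the 6 libraries of these lines in the model, the median was also 0.69. Over all genes 11 then had an adjusted p under 0.05 (limma, Benjamini-Hochberg), against 1790 with all 15 libraries.

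**Figure D2:**
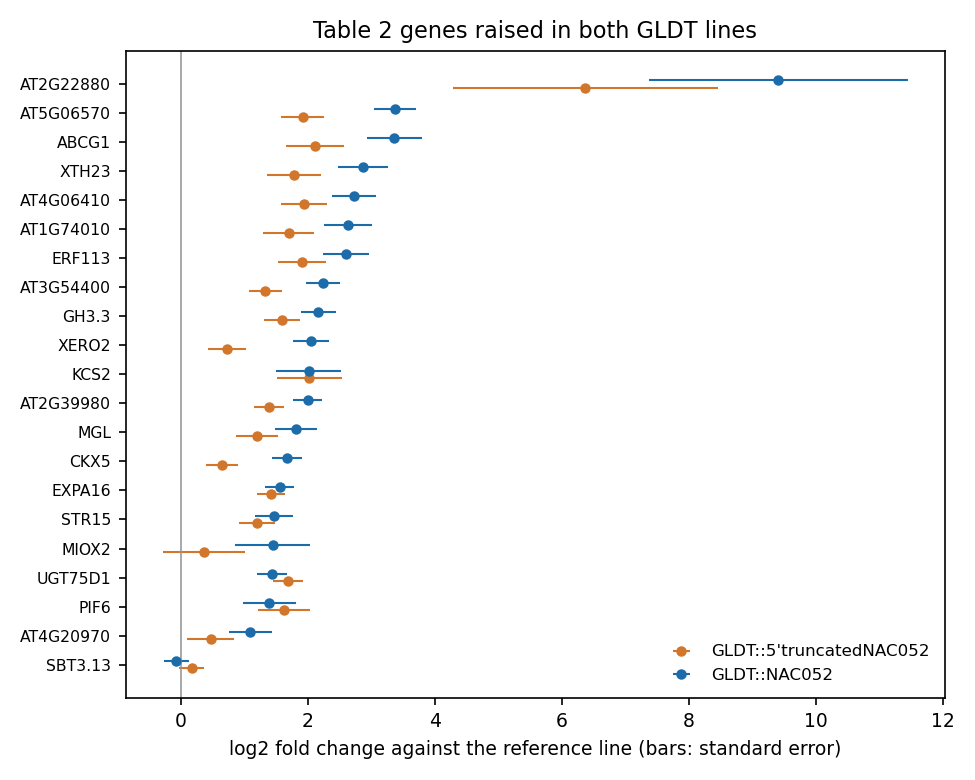
Log2 fold changes against the reference line for the 21 Table 2 genes given as raised in both GLDT lines, in the GLDT::5'truncatedNAC052 line (orange) and the GLDT::NAC052 line (blue). Points are estimates from 3 libraries per line and bars are standard errors. The difference between the lines is above 0 for 17 of the 21 genes.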

The N-terminally truncated NAC052 under bundle-specific expression increases transcription of these genes to a lesser extent than misexpressed wild-type NAC052, probably because of the different changes in gene expression (combined gene transcription and post-transcriptional regulation) caused by the interplay of the wild-type and the 5'truncated transcripts of *NAC052*.

Having no endogenous *NAC052* function (CRISPR/Cas line) as well as having bundle-specific misexpression of *NAC052* (p*GLDT*_*Ft*_*::NAC052*) decreases transcription (severely in the CRISPR/Cas line and mildly in p*GLDT*_*Ft*_*::NAC052*) in the leaves of several genes involved in arabinogalactan function as well as one major gene involved in leaf vascular tissue pattern formation (*ALTERED MERISTEM PROGRAM 1*, *AMP1*) and one gene involved in chromatin modification (*VARIANT IN METHYLATION 4*, *VIM4*) (Table 3). 

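The CRISPR/Cas and GLDT::NAC052 lines, both on lane 8, were compared directly for the 15 genes of Table 3. The log2 difference, CRISPR/Cas minus GLDT::NAC052, had a median of -0.03, with 7 genes above 0 and 8 below, and ran from -1.90 to 0.36. For 0 of the 15 genes was the adjusted p under 0.05 in limma's test, and 3 had an unadjusted p under 0.05. With the replicate block the median was -0.04 and 2 genes had an adjusted p under 0.05, where same-numbered libraries had correlated deviations of 0.11. Against the reference line, the median log2 fold change of the 15 genes was -1.52 in the CRISPR/Cas line and -1.46 in the GLDT::NAC052 line. The gene with the lowest difference was ORTH4 (VIM4), with log2 fold changes of -3.36 (standard error 0.69, adjusted p = 0.00406, limma, Benjamini-Hochberg) in the CRISPR/Cas line and -1.46 (standard error 0.47, adjusted p = 0.0283, limma, Benjamini-Hochberg) in the GLDT::NAC052 line. The paper calls the decrease severe in the first line and mild in the second for arabinogalactan genes, AMP1 and VIM4. Between the lines, ORTH4 differed by -1.90 (adjusted p = 0.0534, limma, Benjamini-Hochberg), BXL2 by -0.33 (adjusted p = 0.292, limma, Benjamini-Hochberg), AGP3 by -0.03 (adjusted p = 0.984, limma, Benjamini-Hochberg), BXL1 by 0.14 (adjusted p = 0.623, limma, Benjamini-Hochberg) and AMP1 by 0.36 (adjusted p = 0.101, limma, Benjamini-Hochberg). In the GLDT::NAC052 line ORTH4 remained differential in 1 of the 6 fits that each left out 1 library.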

Arabinogalactan proteins are a highly diverse class of cell surface glycoproteins, active in the biological processes of cell proliferation and survival, and of pattern formation and growth (Seifert and Roberts, 2007). Arabinogalactan proteins can be considered mediators between the cell wall, the plasma membrane, and the cytoplasm. Many arabinogalactan proteins are glycosylphosphatidylinositol (GPI) anchored, which is a form of post-translational modification common to many cell surface proteins (Seifert and Roberts, 2007). GPI modification serves as a primary plasmodesmal sorting signal (Zavaliev *et al.*, 2016). One arabinogalactan biosynthesis gene (AT4G21060, not identified in this study) has been identified as a candidate gene underlying a quantitative trait locus controlling leaf venation patterning in Arabidopsis (Rishmawi *et al.*, 2017). 

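AMP1 (AT3G54720) had 2335 ± 298 scaled counts (SD, n = 3) in the reference line, 1085 ± 50.4 in the CRISPR/Cas line and 858 ± 189 in the GLDT::NAC052 line. Its log2 fold changes were -1.10 (standard error 0.17, adjusted p = 0.000681, limma, Benjamini-Hochberg) and -1.46 (standard error 0.17, adjusted p = 6.61e-05, limma, Benjamini-Hochberg). In the GLDT::5'truncatedNAC052 line AMP1 had 1590 ± 338 scaled counts, a log2 fold change of -0.57 (standard error 0.17, adjusted p = 0.0575, limma, Benjamini-Hochberg). In the activation-tagged line it had 2839 ± 222, a log2 fold change of 0.29 (standard error 0.17, adjusted p = 0.404, limma, Benjamini-Hochberg).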

The other gene with decreased transcription in the p*GLDT*_*Ft*_*::NAC052* line and in the CRISPR/Cas line is *AMP1*, encoding a carboxypeptidase that is known to regulate embryo and meristem development and is linked to leaf vascular tissue pattern formation (Vidaurre *et al.*, 2007). No effects on leaf vein density or venation patterning were found in any line produced in this study. In contrast to the arabinogalactan genes, *AMP1* was also found to be differentially transcribed between the total leaf and BS by Aubry *et al.* (2014), as were four more genes shown in Table 3. The enrichment for expression differences in arabinogalactan genes together with the finding of *AMP1* as a downstream gene of N-terminally truncated *NAC052* in this study strengthens the idea that *NAC052* is a regulator/initiator of leaf developmental changes in Arabidopsis.

### Conclusion

We conclude that targeted misexpression of the transcription factor NAC052 leads to changes in leaf anatomical and morphological development of C_3_*A. thaliana*. This study shows that one of the biological functions of *NAC052* relates to moderating specifically within the leaves the transcription pattern of cell wall organization genes as well as that of arabinogalactan genes, which are mediators between the cell wall, the plasma membrane, and the cytoplasm. 

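Both gene classes were also counted over the whole transcriptome. Of the 265 genes on the cell wall list, 33 were counted lower in the CRISPR/Cas line, against 8.44 expected (odds ratio 4.51, two-sided Fisher's exact test, adjusted p = 3.63e-10, Benjamini-Hochberg). The other 7 tests of this list, on the genes counted higher or lower in each line, had adjusted p-values between 0.0859 and 0.829. Of these 7, the activation-tagged line had 4 list genes counted lower, against 1.06 expected (odds ratio 3.98), and the GLDT::5'truncatedNAC052 line 5 counted higher, against 1.44 expected (odds ratio 3.66). The GLDT::NAC052 line had 23 counted higher, against 13.9 expected, and 14 counted lower, against 7.86 expected, and these 4 tests had an unadjusted p under 0.05. With both directions combined, 37 were differential in the GLDT::NAC052 line (odds ratio 1.84, adjusted p = 0.00569, Fisher's exact test) and 7 in the GLDT::5'truncatedNAC052 line (odds ratio 3.1, adjusted p = 0.0251, Fisher's exact test). The list had 5 genes differential in the activation-tagged line (odds ratio 2.93, adjusted p = 0.066, Fisher's exact test). The arabinogalactan list held 48 genes. Of these, 4 were counted lower in the GLDT::NAC052 line, against 1.42 expected (odds ratio 2.99, two-sided Fisher's exact test, p = 0.0533, adjusted p = 0.142), and 2 in the CRISPR/Cas line, against 1.53 expected. None of the 8 tests of this list had a p under 0.05. Among the 15 genes of Table 3, AGP3 alone was on the arabinogalactan list, which took genes whose description holds that word and so leaves out BXL1 and BXL2. Against 0.0368 genes expected, this gave an odds ratio of 29.6 (two-sided Fisher's exact test, p = 0.0362), and the genes of Table 3 had been chosen by their expression.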

As a transcription factor, NAC052 affects many genes, but the effect of *NAC052* on cell wall organization and arabinogalactan genes and their link to leaf anatomical development was so far unknown.

This study was designed to look specifically into the effects of activation tagging on the leaf (pre-) BS cells, in order to find possible regulators to initiate change from C_3_ towards C_4_ photosynthesis. In earlier studies, it was suggested that a pre-existing epigenetic histone code was recruited into the C_4_ promoter control during the evolution of C_4_ metabolism, especially because cell type-specific gene expression patterns in C_4_ species utilize the same functional *cis*-regulatory elements as those in C_3_ species (Heimann *et al.*, 2013; Perduns *et al.*, 2015; Reyna-Llorens *et al.*, 2018). In addition, it was found in maize that genes associated with the C_4_ trait are characterized by a unique class of highly regulated histone marks on upstream promoters (Langdale *et al.*, 1991; Perduns *et al.*, 2015). The fact that NAC052 is a regulator of post-transcriptional gene silencing through histone demethylation as well as a regulator of leaf morphological and anatomical traits that are related to C_4_ photosynthesis supports the suggestion of a histone code being recruited in C_4_ promoter control and provides suggestions for genes that could initiate the first steps believed to activate the C_4_ photosynthetic programme in the BS in C_3_ plants, which is the movement of chloroplasts to the (pre-) BS.

## Supplementary data

Supplementary data are available at *JXB* online.

**Table S1. Primers**

**Fig. S1.** Splice variants for NAC052.

**Fig. S2.** The mutation of NAC052 in the CRISPR/Cas line.

**Fig. S3.** A principal component analysis (PCA) of the RNA sequencing output.

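The principal components were recomputed from log2 CPM values with 2 added, centred by gene, over the 19663 genes tested. The first component held 43.0% of the variance, the second 29.5% and the third 5.21%. With each library left out in turn, these shares had an SD of 2.62, 2.71 and 0.243 percentage points. The first component ran from -38.6 to -31.5 in the activation-tagged libraries and from -18.0 to -11.7 in the reference libraries. It ran from 4.95 to 28.3 in the GLDT::5'truncatedNAC052 libraries and from 37.6 to 61.8 in the GLDT::NAC052 libraries. The second component set the CRISPR/Cas libraries, from 43.1 to 47.4, apart from the other 12 libraries, which lay between -24.0 and 6.67. Restricting the genes to the 500 with the highest variance gave 49.4%, 34.3% and 4.18%.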

**Fig. S4.** Relative expression in RNA sequencing of the four splice variants of NAC052.

**Fig. S5**. Expression of four splice variants in all three replicates of each line.

Table S1. Primers.

erz509_suppl_Supplementary_Figures Click here for additional data file.

# Supplementary material for: Targeted misexpression of NAC052, acting in H3K4 demethylation, alters leaf morphological and anatomical traits in Arabidopsis thaliana
**Source:** J Exp Bot. 2019 Nov 19;71(4):1434–48. doi: 10.1093/jxb/erz509
**Supplement:** erz509_suppl_Supplementary_Figures

**SUPPLEMENTARY FIGURES** van Rooijen et al.

Targeted misexpression of *NAC052*, a H3K4 demethylase, alters leaf morphological and anatomical traits in *Arabidopsis thaliana*.

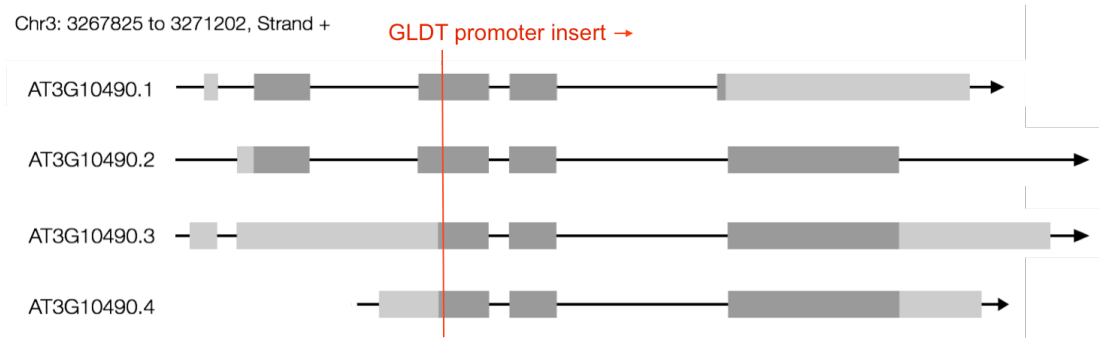

### Supplemental Figure S1. Splice variants for *NAC052*

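In the TAIR10.1 annotation, NAC052 lies on the + strand of chromosome 3 from 3267825 to 3271202, and 4 transcripts are annotated. The paralog NAC050 ends upstream at 3267695, and NAC053 starts downstream at 3271217. The transcript with the longest coding sequence has 5 exons and a coding sequence from 3268075 to 3270608, which starts in exon 2 and holds 1356 bases for 451 amino acids. Another transcript has a coding sequence of 717 bases, and the other 2 share a coding sequence of 1056 bases that starts at 3268800. In the longest coding sequence, the in-frame ATG at 3268944 to 3268946 in exon 3 is codon 149. A reading frame that starts there holds 303 amino acids and lacks 148 of the 451. The sequence from 30 bases upstream of this ATG, at 3268914, reads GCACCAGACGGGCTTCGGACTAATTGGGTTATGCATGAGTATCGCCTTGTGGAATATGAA. The deposited counts are per gene, so the transcripts could not be told apart in them.

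**Figure D3:**
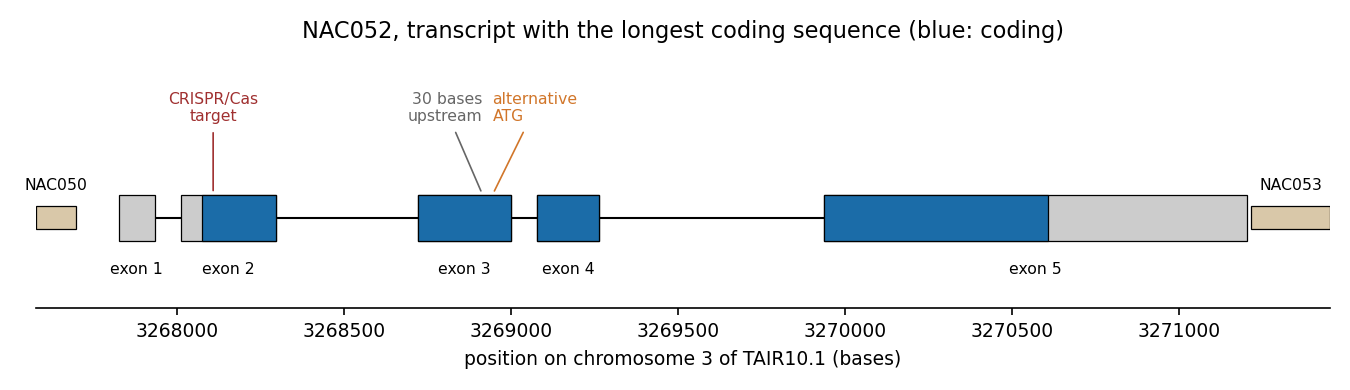
Map of NAC052 on chromosome 3 of TAIR10.1, with position in bases on the horizontal axis. Boxes are the 5 exons of the transcript with the longest coding sequence, coding parts are blue, and the ends of NAC050 and NAC053 are drawn beside it. The CRISPR/Cas target lies in exon 2 and the alternative ATG in exon 3.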

Dark grey represent coding sequence (CDS), light grey represents untranslated region (UTR), black line represent introns.

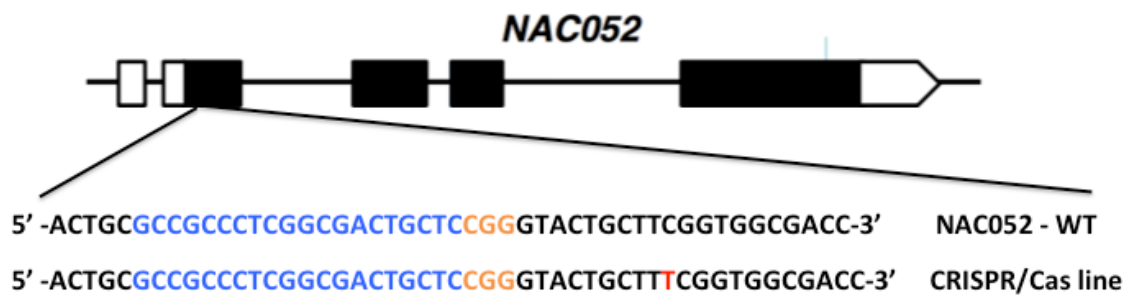

### Supplemental Figure S2. The mutation of NAC052 in the CRISPR/Cas line

Sequence in blue represents the sgRNA targeting sequence. The protospacer adjacent motif (PAM) required for sgRNA recognition is in orange. 

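The sequence of the reference line in Fig. S2 has a single exact match in the TAIR10.1 chromosomes, on chromosome 3 from 3268102 to 3268149. The sgRNA target GCCGCCCTCGGCGACTGCTC lies on the + strand from 3268107 to 3268126, followed by CGG from 3268127 to 3268129. It starts 32 bases after the start of the coding sequence, in exon 2 of the transcript with the longest coding sequence, which is its first coding exon. In the nuclear chromosomes the target has 1 exact match next to an NGG motif, 0 sites with 1, 2 or 3 mismatches and 3 with 4 mismatches. The inserted base is drawn after position 3268138, which is 12 bases beyond the end of the target and in codon 22. With a T inserted there, the reading frame holds 36 codons before the first stop, 15 of them after the frameshift.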

In the CRISPR/Cas line created in this study, a thymine nucleotide indicated in red is inserted and leads to a frame shift.

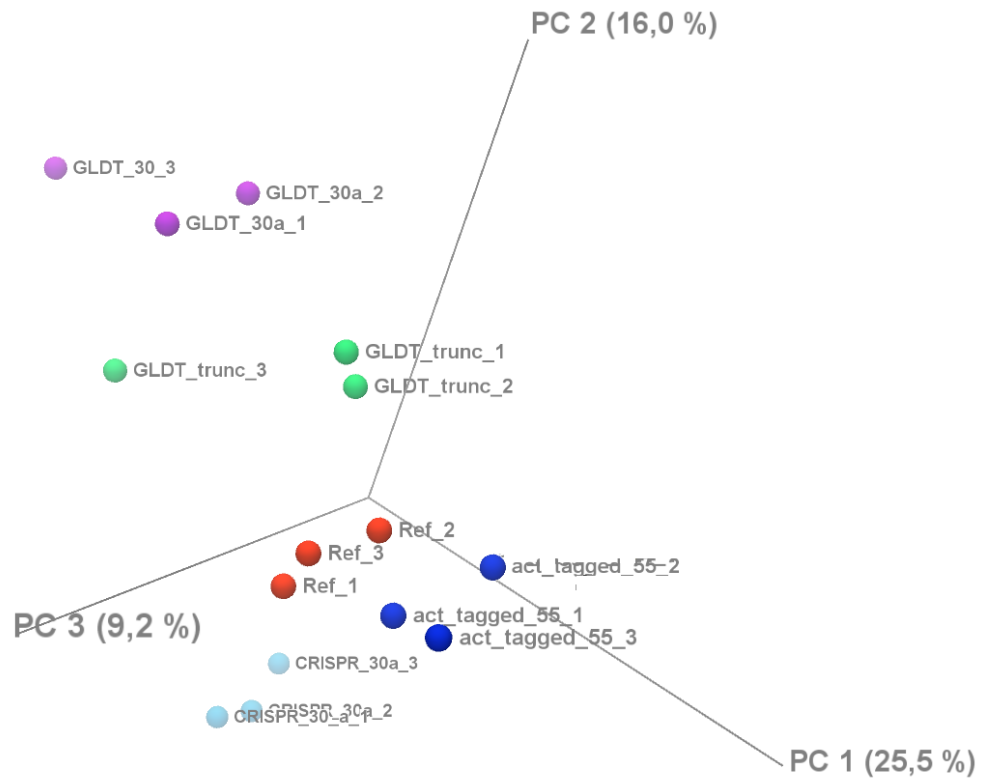

**Supplemental Figure S3. A principal component analysis (PCA) of the RNA sequencing output**

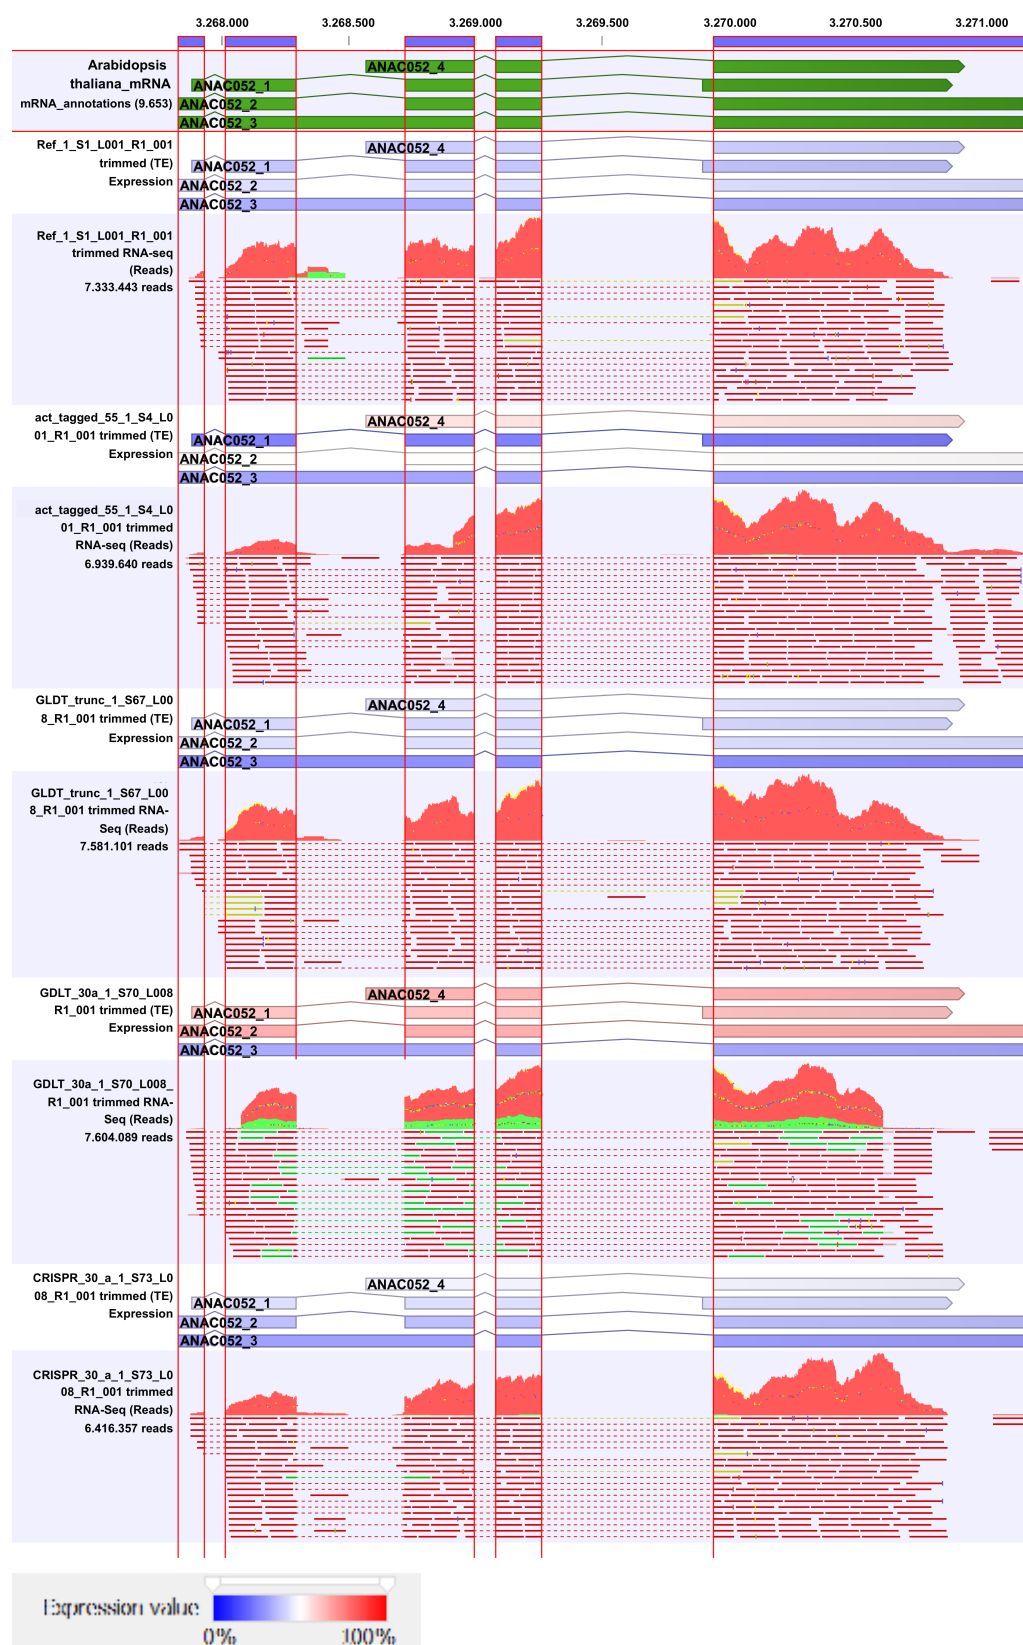

**Supplemental Figure S4. Relative expression in RNA seq of the four splice variants of ANAC052.**

The gene structure of the 4 splice variants is shown in green on top of the figure, followed by the same gene structure of the 4 splice variants in either red or blue representing the expression value of the splice variants, followed by mapping the reads. Each line is represented by one replica

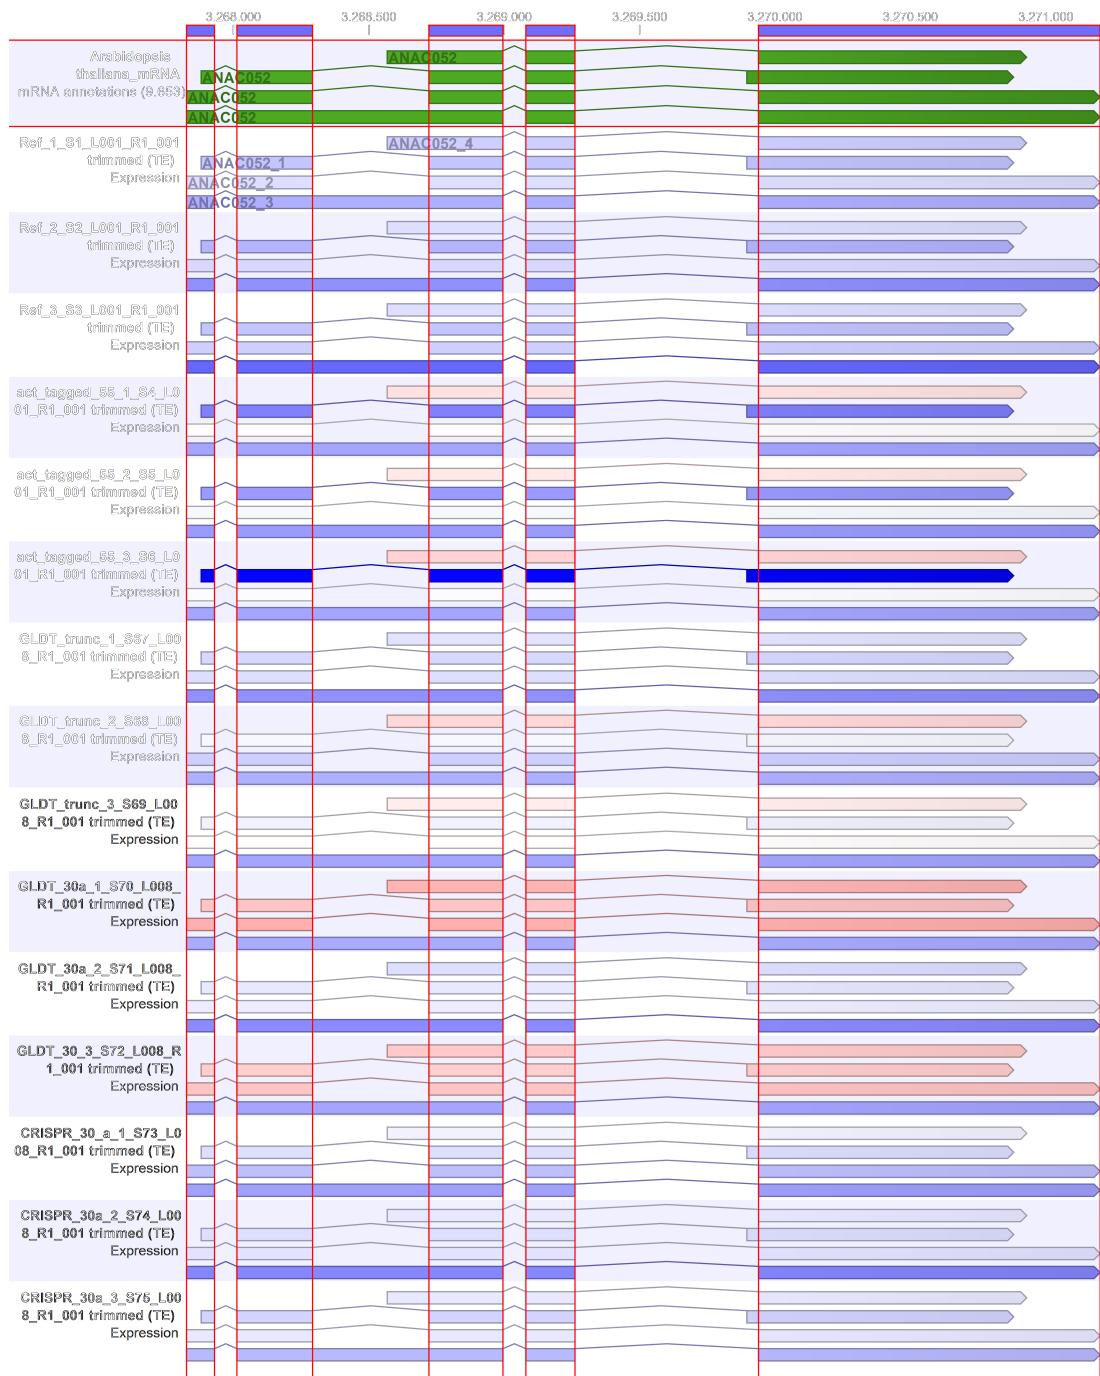

**Supplemental Figure S5. Expression of four splice variants in all three replica's of each line.**

How the deposited data were processed for this re-analysis (not part of the article)

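Gene expression was measured by mRNA sequencing of whole rosettes of 28-day-old plants of 5 lines with 3 biological replicates each. The authors sequenced stranded single-end libraries, trimmed and mapped the reads to TAIR10 with CLC Genomics Workbench and tested differential counts with DESeq2. The values deposited for each gene are whole-number read counts without normalization, a unit recorded as other among the units of the deposited table. The 15 columns used held only whole numbers, with 0 negative values and 0 duplicated gene identifiers. A further 6 columns of the table belong to no described sample and were not used in any step. Lanes were taken from the library names in Fig. S5, with 6 libraries on lane 1 and 9 on lane 8. Read alignments were not available, so the splice variants of Figs S4 and S5 were not analysed here.
Library totals ran from 28074380 to 38579309 counts with a median of 36691617. At these depths a gene at the count minimum of 10 is set by few reads, and a count of 3 or fewer was treated as the floor. Folds against a line whose 3 libraries were all at the floor are lower bounds. Genes were kept when they had at least 10 counts at the median library size in at least 3 libraries and at least 15 counts in all, which left 19663 of 32833 genes. Library sizes were scaled by the trimmed mean of M values, with 30% of M and 5% of A trimmed, written out by hand for this purpose.
Differential counts were computed with limma 3.58.1 in R 4.3.3, by voom with a count offset of 0.5 and moderated t-tests, in a single model of all 15 libraries with a term per line. The test set before the data were examined was a quasi-likelihood test on the counts. It was replaced by limma voom because the unit of the table was recorded as other. A gene was differential at a fold change above 2 or below 0.5 with a Benjamini-Hochberg adjusted p under 0.05. Each of the 4 lines was compared with the reference line, and the 3 lines of lane 8 were compared with each other. The lane could not enter the model, since it follows the line. Counts of single genes were also compared by exact permutation tests, whose smallest p for 3 libraries against 3 is 0.1. The procedure was tested on simulated data with a dispersion of 0.05 and about 200 changed genes per line.
Principal components used log2 CPM values (counts scaled by library size) with 2 added, centred by gene. Overlaps of gene lists were tested with two-sided Fisher's exact tests, and terms with one-sided hypergeometric tests over terms with at least 5 genes, both with Benjamini-Hochberg adjustment. The terms came from gene descriptions in the TAIR10.1 annotation, without the parent terms of the ontology, and this was chosen after the data were seen. Of the table's identifiers, 32548 are in that annotation, and 19567 tested genes had a GC content and an exon length. Corrections for GC content and exon length used a lowess span of 0.3. These steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
Genes named singly are those that the paper names in its text or tables, NAC050, and for each line the differential genes with the largest rise and fall among genes whose 3 libraries all lay outside the range of the reference libraries and whose mean was at least 1 CPM. This rule was set before the data were examined. BGLU11, CSLB4, RL2, NAC053, AT1G52430, PR1 and the neighbours of NAC052, MEX1 and AT1G52450 were added after their values were seen. The alternatives tried were median-of-ratios size factors, library totals alone, all 23752 genes with a count, the 17504 genes with at least 10 counts in every library, only the 6 libraries compared, a replicate block, unadjusted p-values, no limit on the fold change and leaving out each library in turn. Limma-trend, ratios of mean counts and unit-variance scaling for the principal components were added after the data were seen.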

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

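The tests in this part were chosen only after the results were seen. Adjusted p-values are from limma with Benjamini-Hochberg adjustment, and apart from NAC052 and the genes of Table 2 the genes named are not discussed in the paper.
MEX1 was almost absent from the CRISPR/Cas line, with a log2 fold change of -7.11 (standard error 0.76, adjusted p = 8.4e-05, limma, Benjamini-Hochberg). It had 13, 18 and 6 counts there and between 1001 and 1816 in the other 12 libraries. Between the CRISPR/Cas line and the GLDT::5'truncatedNAC052 and GLDT::NAC052 lines the log2 differences were -7.02 and -6.73. A lane difference is ruled out as the explanation by MEX1 being differentially lower in 0 of the other 2 lines of lane 8. A deletion reaching the neighbouring genes was not found, with 0 of 4 neighbours differentially lower. On either side of MEX1, AT5G17530 had a log2 fold change of -0.74 (adjusted p = 0.0126, limma, Benjamini-Hochberg), short of the fold-change limit. AT5G17510 had 0.37 (adjusted p = 0.0116, limma, Benjamini-Hochberg). Cleavage by the NAC052 guide in MEX1 is unlikely, since the closest site next to NGG had 11 mismatches. A lesion within MEX1 in this line, unrelated to the guide, remains a hypothesis, as does an effect of NAC052 loss. Read alignments would be needed to tell these apart.
AT1G52450 was almost absent from the activation-tagged line, with a log2 fold change of -6.30 (standard error 0.74, adjusted p = 0.000923, limma, Benjamini-Hochberg). It had 0, 0 and 1 counts there and 52, 79 and 58 in the reference line, which shares its lane. A deletion that also holds the neighbour AT1G52430 may explain this. That gene had 0 counts in all 3 activation-tagged libraries and 8, 13 and 12 in the reference libraries, a log2 fold change of -4.35 (adjusted p = 0.0525, limma, Benjamini-Hochberg). The other 3 neighbours examined were not differential. The counts of AT1G52430 are too low to settle it, so the pattern cannot be told apart from a deletion.
NAC053, which starts at 3271217 next to the end of NAC052 at 3271202, was higher in the activation-tagged line, with a log2 fold change of 1.79 (standard error 0.22, adjusted p = 0.00142, limma, Benjamini-Hochberg). It stayed differential in 6 of 6 fits that each left out 1 library. Of the 4 neighbours of NAC052 examined, 1 was differentially higher, and this is NAC053 itself, while the other 3 were not differential. The count therefore restates the finding, and the rise of NAC053 cannot be told apart from an action of the activation tag on nearby genes by it. Reads of the NAC052 coding sequence counted for NAC053 are unlikely to be the source. NAC053 rose by only 0.44 in the GLDT::NAC052 line, where NAC052 rose more. That line carries the coding sequence as a transgene, so its value does not bear on transcripts that run past the end of the native NAC052 gene. Such transcripts were not tested for. NAC053 was also higher in the CRISPR/Cas line, by 0.91 (adjusted p = 0.0112, limma, Benjamini-Hochberg), which a tag does not explain.
FSD1 was higher in the activation-tagged line, with a log2 fold change of 3.57 (standard error 0.84, adjusted p = 0.0402, limma, Benjamini-Hochberg). It had 2689, 2842 and 532 counts in the reference libraries and 20343, 13147 and 19687 in those of the activation-tagged line. It was differential in 0 of the 6 fits that each left out 1 library, with log2 fold changes from 2.83 to 3.99. The call was lost whichever library was left out, which fewer libraries alone would also give. The pattern therefore cannot be told apart from an effect of a few libraries by this test. FSD1 was also differentially higher in the GLDT::NAC052 line, a call that rests on the same reference libraries.
ATL41 was higher in the CRISPR/Cas line, with a log2 fold change of 9.08 (standard error 2.71, adjusted p = 0.027, limma, Benjamini-Hochberg). All 3 reference libraries had 0 counts, so this fold is set by the offset of the model. ATL41 stayed differential in 2 of the 6 fits that each left out 1 library. It was also differentially higher than in 2 of the 2 other lines of lane 8, which goes against a lane difference. Replicate 3 of the GLDT::NAC052 line had 272 counts of ATL41, beside 0 and 19 in the other replicates. The defence gene PR1, chosen after ATL41 was seen, had a log2 fold change of 8.84 (adjusted p = 5e-05, limma, Benjamini-Hochberg) in the CRISPR/Cas line and was likewise differentially higher than in 2 of the 2 other lines. Infection of these plants or of their neighbours was not tested, and a response to the loss of NAC052 remains a hypothesis beside it.
ADT6 was higher in the GLDT::5'truncatedNAC052 line, with a log2 fold change of 4.26 (standard error 1.11, adjusted p = 0.0394, limma, Benjamini-Hochberg). Its log2 fold changes were 3.86 in the CRISPR/Cas line and 4.94 in the GLDT::NAC052 line, and it differed from 0 of the other 2 lines of lane 8. A difference between the lanes may explain it. The reference libraries themselves had 0, 13 and 90 counts. With 1 library left out in turn, ADT6 stayed differential in 1 of 6 fits, with log2 fold changes from 2.03 to 5.95.
AT3G44970 was lower in the GLDT::NAC052 line, with a log2 fold change of -4.99 (standard error 1.07, adjusted p = 0.00301, limma, Benjamini-Hochberg) and 0, 28 and 0 counts. It was also differentially lower than in 2 of the 2 other lines of lane 8, which a lane difference does not explain. No other explanation was tested.
In 67 genes the CRISPR/Cas and GLDT::NAC052 lines differed from the reference line in opposite directions. Of these, 58 were higher in the GLDT::NAC052 line and 9 in the CRISPR/Cas line. The 58 include CKX5, XERO2, AT4G20970, IAMT1, STR15 and AT5G06570 of Table 2. All 67 had an adjusted p under 0.05 between these lines, which share a lane. The genes were chosen for their opposite directions, so this outcome was set by the choice and adds nothing. A shift common to lane 8 would move both lines the same way and would not by itself give opposite directions. A lane difference that adds to the change of either line cannot be told apart by this test. No other explanation was tested.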

How the results depend on the processing

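Limma-trend, the ratios of mean counts, unit-variance scaling, the stricter Table 2 pattern and the terms from gene descriptions were chosen after the data were seen. All other alternatives were set before the data were examined. DESeq2, with adjusted or unadjusted p-values, was planned and not run, and those planned for normalized values do not apply to counts.
Over the comparisons and counts reported, 257 values were computed under alternatives other than leaving out a library, of which 198 kept their direction and side of the threshold or stayed within their limits, 7 became stronger, 51 moved and 1 reversed. For single genes and other values there were 545, of which 478 kept, 19 became weaker, 8 stronger and 40 moved. Median-of-ratios size factors and the filter of all genes with a count left each of the comparisons and counts on its side of the threshold or within its limits, and the second made 2 single-gene results weaker.
With unadjusted p under 0.05, 568 genes were differential in the activation-tagged line, 382 of them there alone, and 487 in the GLDT::5'truncatedNAC052 line, 87 of them there alone. Genes alike in both numbered 37, those with the Table 2 pattern 363, and those differing between the GLDT::NAC052 and GLDT::5'truncatedNAC052 lines 675. The log2 fold change of NAC052 in the activation-tagged line, 1.77, was then past the threshold.
Without the fold-change limit, 505 genes passed in the activation-tagged line (297 alone), 4700 in the CRISPR/Cas line (3252 alone), 1152 in the GLDT::5'truncatedNAC052 line (74 alone) and 6800 in the GLDT::NAC052 line (4650 alone). The activation-tagged and GLDT::5'truncatedNAC052 lines shared 32, the Table 2 pattern held 900 and the Table 3 pattern 563. Within lane 8, 5719 genes differed between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines, 1790 between the GLDT::NAC052 and GLDT::5'truncatedNAC052 lines and 8402 between the CRISPR/Cas and GLDT::NAC052 lines.
With library totals alone, the activation-tagged and GLDT::5'truncatedNAC052 lines shared 0 genes, where unadjusted p under 0.05 had given 37, and the Table 3 pattern held 39. With at least 10 counts in every library the Table 3 pattern held 40. With only the 6 libraries compared, NAC052 in the activation-tagged line had a log2 fold change of 1.78 and was past the threshold. The GLDT::5'truncatedNAC052 line had 25 differential genes (2 alone), the Table 2 pattern 37, the genes of Table 2 that meet it numbered 15, and 10 differed between the GLDT::NAC052 and GLDT::5'truncatedNAC052 lines. With the replicate block the activation-tagged and GLDT::5'truncatedNAC052 lines shared 5. The cause of these moves was not tested.
Limma-trend with 1 CPM added gave 766 genes in the CRISPR/Cas line (596 alone), 1020 in the GLDT::NAC052 line (812 alone), 17 in the GLDT::5'truncatedNAC052 line alone, 16 with the Table 3 pattern, 898 between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines and 1588 between the CRISPR/Cas and GLDT::NAC052 lines. With 0.1 added it gave 246 in the activation-tagged line (168 alone), and 6 shared with the GLDT::5'truncatedNAC052 line. As deposited, the mean NAC052 count was 657 in the reference line and 849 in the CRISPR/Cas line, and the ratio of the mean deposited counts gave a NAC052 log2 fold change of 3.25 in the GLDT::NAC052 line.
The shares of the principal components were 49.4%, 34.3% and 4.18% with 500 genes, 39.4% for the first with a pseudocount of 0.5, and 30.6%, 23.3% and 7.42% with unit variance. With both directions together, the cell wall odds ratios were 2.93 in the CRISPR/Cas line, 3.1 in the GLDT::5'truncatedNAC052 line and 1.84 in the GLDT::NAC052 line, each past the threshold where the genes counted higher alone were not. The same holds for those counted lower in the last 2. The arabinogalactan odds ratio of the GLDT::NAC052 line reversed from 0.385 for the genes counted higher to 1.3, neither with an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg).
With 1 library left out in turn, the number of differential genes ran from 39 to 113 in the activation-tagged line (30 to 116 alone), from 58 to 192 in the GLDT::5'truncatedNAC052 line (7 to 30 alone), from 1012 to 1245 in the CRISPR/Cas line and from 1204 to 1756 in the GLDT::NAC052 line. It ran from 141 to 641 between the GLDT::NAC052 and GLDT::5'truncatedNAC052 lines. Shared genes of the activation-tagged and GLDT::5'truncatedNAC052 lines ran from 0 to 4, the Table 2 pattern from 69 to 176, the Table 3 pattern from 27 to 75 and the genes of Table 2 that meet it from 16 to 28. The median difference between the CRISPR/Cas and GLDT::NAC052 lines over Table 3 ran from -0.38 to 0.027. Over all 213 such values 34 moved, and for single genes 66 of 312 became weaker. The cause was not tested.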

Differences from the paper's values

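The alternatives named here were set before the data were examined unless stated otherwise. Fold changes are ratios of the line to the reference line.
In the activation-tagged line 131 genes were differential, against the paper's 69. Without reference replicate 2 or 3 there were 65 and 66, and without activation-tagged replicate 1 or 3 there were 61 and 56, and no other alternative set before the data were examined closed the gap. In the GLDT::5'truncatedNAC052 line 173 were differential, against the paper's 65. Without reference replicate 1 or 3 there were 58 and 67, and no other such alternative closed the gap. In that line alone 27 were differential, against the paper's 65, and unadjusted p-values gave 87 and no fold-change limit 74. In the activation-tagged line alone 90 were differential, closer to the paper's 69 than 131. In the CRISPR/Cas and GLDT::NAC052 lines alone there were 1043 and 1264, closer to the numbers in Table 1 than 1305 and 1604. The paper's text does not say whether its numbers count genes of a single line, but the single-line regions drawn in Fig. 5 hold the same numbers. Read so, the counts in a line alone are the like comparison. The totals of 131 and 173 are then not on the same footing as the paper's 69 and 65.
The Table 2 pattern held 141 genes, against the paper's 33, and 37 with only the 6 libraries compared. With the calls alike within both pairs of lines, chosen after seeing the values, it held 121. The Table 3 pattern held 62, against the paper's 15. No alternative set before the data were examined closed this gap, and limma-trend with 1 added, chosen after seeing the values, gave 16.
The first 3 principal components held 43.0%, 29.5% and 5.21% of the variance. The paper's shares are about 26%, about 16% and about 9.2% in Fig. S3, read by eye. None of the alternatives set before the data were examined closed these gaps, and unit-variance scaling, chosen after seeing the values, gave 30.6%, 23.3% and 7.42%.
The paper found its differential genes with DESeq2, which was not run here, so the folds compared may come from unlike estimators. How much of the differences this accounts for was not tested. Of 106 fold changes compared in Tables 2 and 3, 24 differed. Over the 104 without a lower bound, the median ratio to the paper's fold was 0.93 and the Pearson's r of the log2 folds 0.962. In the activation-tagged line UP6 had a fold of 3.25 against the paper's 2.10. Library totals alone gave 3.02, and the ratio of the counts as deposited, chosen after seeing the values, gave 2.99. AT4G40020 had 33.3 against the paper's 3.34 in the activation-tagged line and 9.49 against the paper's 2.37 in the CRISPR/Cas line. MIOX2 had 0.111 against the paper's 0.36, XERO2 0.148 against the paper's 0.28, AT4G20970 0.131 against the paper's 0.39 and IAMT1 0.259 against the paper's 0.47, all in the activation-tagged line. No alternative closed the gaps of AT4G40020 or of these 4 genes in that line.
In the GLDT::5'truncatedNAC052 line, CRK30 had 0.192 against the paper's 0.42, AT1G74010 3.25 against the paper's 2.13, ERF113 3.76 against the paper's 2.12, SBT3.13 1.12 against the paper's 2.00, KCS2 4.07 against the paper's 2.16 and AT5G06570 3.79 against the paper's 2.16. AT2G22880 was at least 16.3-fold higher there, against the paper's 2.52, and at least 139.7-fold higher in the GLDT::NAC052 line, against the paper's 9.60. In the GLDT::NAC052 line SBT3.13 had 0.95 against the paper's 2.00 and AGP3 0.231 against the paper's 0.42. No alternative closed these gaps.
In the CRISPR/Cas line, ORTH4 had 0.0975 against the paper's 0.26 and AGP3 0.226 against the paper's 0.49, and no alternative closed these gaps. XERO2 had 0.273 against the paper's 0.46, IAMT1 0.212 against the paper's 0.34, AT1G70985 0.277 against the paper's 0.44 and AT4G03610 0.122 against the paper's 0.19. Library totals alone closed these 4 gaps with 0.307, 0.242, 0.314 and 0.139, and the ratio of the counts as deposited, chosen after seeing the values, with 0.328, 0.26, 0.326 and 0.146. AT4G20820 had 0.165 against the paper's 0.29, which only that ratio, chosen after seeing the values, closed with 0.202.
The paper lists some table entries as differential that were not differential here. MIOX2 was not differential in any of the 4 lines, with log2 fold changes of -3.17 in the activation-tagged line and 1.45 in the GLDT::NAC052 line. Unadjusted p-values, the 6 libraries alone and both forms of limma-trend, which were chosen after seeing the values, called it in the first, and unadjusted p-values, library totals alone and leaving out 1 library called it in the second. No setting called it in the CRISPR/Cas and GLDT::5'truncatedNAC052 lines. AT4G20970 (log2 fold change -2.93) and AtGH9B8 (-1.67) were not differential in the activation-tagged line. The replicate block, the 6 libraries alone, unadjusted p-values and both forms of limma-trend, chosen after seeing the values, called both, all genes with a count and leaving out 1 library called the first and at least 10 counts in every library the second. In the GLDT::5'truncatedNAC052 line AT2G22880 was called with the replicate block, all genes with a count, unadjusted p-values and both forms of limma-trend, chosen after seeing the values. There CKX5 (log2 fold change 0.64) was called when 1 library was left out, and XERO2 (0.72), AT4G20970 (0.47) and SBT3.13 (0.17) under no setting, nor was SBT3.13 in the GLDT::NAC052 line. AGP3 was called in the CRISPR/Cas line with the 6 libraries alone, unadjusted p-values or 1 library left out. In the GLDT::NAC052 line it was called with the replicate block, unadjusted p-values, 1 library left out or limma-trend with 0.1 added, chosen after seeing the values.
The paper states that no genes respond alike in the activation-tagged and GLDT::5'truncatedNAC052 lines. Here 3 genes did, BGLU11, CSLB4 and RL2. Library totals alone gave 0, as did leaving out reference replicate 1, reference replicate 2 or activation-tagged replicate 2, while unadjusted p under 0.05 gave 37. The paper states that the genes of Table 2 are enriched in cell wall and catalytic terms. Here 0 terms passed a Benjamini-Hochberg adjusted p of 0.05 in the hypergeometric test, with 13 at an unadjusted p under 0.05. The terms were counted without the parent terms of the ontology, so this is not a like test of broad terms such as catalytic activity. The list of cell wall genes held 3 genes of Table 2 against 0.447 expected (odds ratio 7.36, two-sided Fisher's exact test, p = 0.00993). The paper states that no terms are enriched among the differential genes of the activation-tagged and GLDT::5'truncatedNAC052 lines. Over all differential genes, 0 terms were enriched in the activation-tagged line, with 28 at an unadjusted p under 0.05, and 1 in the GLDT::5'truncatedNAC052 line (hypergeometric test, Benjamini-Hochberg). Over the genes of that line alone, 1 was in the activation-tagged line and 0 in the GLDT::5'truncatedNAC052 line, with 8 at an unadjusted p under 0.05. The paper describes the fall of arabinogalactan genes, AMP1 and VIM4 as severe in the CRISPR/Cas line and mild in the GLDT::NAC052 line. The log2 difference between these lines was -1.90 for ORTH4 (VIM4), -0.33 for BXL2, -0.03 for AGP3, 0.14 for BXL1 and 0.36 for AMP1, and 0 of these 5 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), with 1 at an unadjusted p under 0.05.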

Other observations

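The tests of the lanes by correlation, of GC content and gene length, of single replicates and of the number of clock genes were set before their results were seen. The other tests in this part were chosen after.
Each comparison between 3 libraries and 3 was repeated on other splits of the same 6 libraries, with those libraries alone in the model. Of the 4 splits that part all same-numbered pairs, 1 gave as many differential genes as the real split, and it was the real split itself, in each of the 7 comparisons. The real splits gave 145 genes for the activation-tagged line, 1401 for the CRISPR/Cas line, 25 for the GLDT::5'truncatedNAC052 line and 1402 for the GLDT::NAC052 line against the reference line. Within lane 8 they gave 1541 between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines, 10 between the GLDT::NAC052 and GLDT::5'truncatedNAC052 lines and 2487 between the CRISPR/Cas and GLDT::NAC052 lines. The other 3 such splits gave 0 genes, as did the 6 splits that keep same-numbered pairs together in part. Splits that mix the lines put the difference between them into the residual, so few genes are to be found in them. In simulated libraries of the same layout, with a single dispersion of 0.05 and no lane difference, 5 to 9 unchanged genes per line were differential. With so few splits no share under 0.05 is possible, so these counts cannot be told apart from an accidental grouping by this test. For the CRISPR/Cas line, other values argue against such a grouping. Pearson's r between its replicates was 0.993 to 0.994, and at most 0.976 with libraries of other lines. In the reference, GLDT::5'truncatedNAC052 and GLDT::NAC052 lines these ranges overlapped.
A difference between the lanes alone would be shared by the 3 lines of lane 8. The GLDT::5'truncatedNAC052 line had 173 differential genes, far fewer than the other 2 lines of its lane, and 1613 genes differed within lane 8 between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines. Neither is what a lane difference alone would give. Across all genes, however, the log2 fold changes of the lane 8 lines were positively correlated, at the lowest by 0.225 (Pearson's r) between the CRISPR/Cas and GLDT::5'truncatedNAC052 lines. Correlations with the activation-tagged line were 0.05, -0.01 and -0.17. All these fold changes share the reference libraries, whose noise by itself gives a positive correlation. The activation-tagged line shares them too, with the lower correlations given here. A part of the changes against the reference line may come from the lane, but the correlations alone cannot show it.
After correction for GC content, 96.4% of the differential genes of the CRISPR/Cas line and 95.9% of those of the GLDT::NAC052 line were still differential. After correction for exon length these shares were 95.9% and 95.1%. Spearman's rho between the log2 fold changes and GC content was 0.0467 and 0.0161 in these lines before the correction and -0.00618 and -0.00531 after. For exon length it was 0.0695 and 0.0407 before and -0.0026 and -0.0204 after. The relation to either was weak from the start, so there was little to remove and these shares say no more than that.
Replicate 2 of the GLDT::NAC052 line had a NAC052 count near that of the reference line, and replicate 1 of the GLDT::5'truncatedNAC052 line had the lowest of its line. If the other changes followed the NAC052 level, these replicates would show smaller changes. In genes called without each replicate, the median log2 change in the called direction was 1.18 in that GLDT::NAC052 replicate, beside 1.16 and 1.78 in the others. It was 0.99 in that GLDT::5'truncatedNAC052 replicate, beside 0.88 and 1.26. Neither replicate had the smallest median of its line, so the predicted smaller changes were not seen. The changes are against the reference line on the other lane, and a lane difference would shift all replicates of a line alike. These medians therefore do not exclude that changes follow the level of the NAC052 transcript.
NAC050 was low where NAC052 was high in the GLDT::NAC052 line. Over all 15 libraries the Pearson's r between their log2 CPM values was -0.327 (permutation p = 0.251). Over the 9 libraries of lane 8 it was -0.431 (permutation p = 0.259), and over the 6 of lane 1 it was 0.92 (permutation p = 0.00556). These permutations shuffle libraries across lines. In lane 1 both genes were higher in all 3 activation-tagged libraries than in any reference library. The r there includes this step between lines, and its p does not measure a relation within a line. Without the 2 libraries of lane 8 farthest from the median of NAC052, r over lane 8 was 0.822. These 2 are the GLDT::NAC052 libraries with low NAC050, so this value does not bear on the fall. Reads of NAC052 counted for NAC050 would make the counts rise together, as in lane 1 and unlike in the GLDT::NAC052 line. Reads moved between the paralogs in counting cannot be told apart from an effect on NAC050 with these values.
LHY was higher in the activation-tagged and CRISPR/Cas lines. Of 11 clock genes, 4 had an adjusted p under 0.05 (limma, Benjamini-Hochberg) in the activation-tagged line, 4 in the CRISPR/Cas line, 1 in the GLDT::5'truncatedNAC052 line and 4 in the GLDT::NAC052 line. At an unadjusted p under 0.05 there were 5, 6, 2 and 5. A harvest at another time of day was taken to move most of the 11 at an adjusted p under 0.05, which was not seen. Among all genes with an adjusted p under 0.05, however, the clock genes were over-represented in the activation-tagged line, with 4 against 0.282 expected (odds ratio 21.8, two-sided Fisher's exact test, p = 0.000123). They were not in the CRISPR/Cas line, with 2.63 expected (Fisher's exact test, p = 0.306). A harvest at another time of day may therefore have a part in the activation-tagged line, and an effect of LHY itself on the other clock genes was not tested.
Outside the claims of the paper, the genes counted higher in the CRISPR/Cas line held 33 genes of the term defense response against 9.25 expected (hypergeometric test, adjusted p = 1.48e-07, Benjamini-Hochberg). Those counted higher in the GLDT::NAC052 line held 21 of 61 genes of response to wounding against 3.23 expected (hypergeometric test, adjusted p = 1.58e-09, Benjamini-Hochberg). The GLDT::5'truncatedNAC052 and GLDT::NAC052 lines shared 92 genes counted higher against 5.51 expected and 45 counted lower against 1.98 expected. These expected numbers hold for unrelated lists. Both lists rest on the same reference libraries and both lines are on lane 8, so some excess would arise without any effect of the lines.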
